# Evidences for a Nutritional Role of Iodine in Plants

**DOI:** 10.3389/fpls.2021.616868

**Published:** 2021-02-17

**Authors:** Claudia Kiferle, Marco Martinelli, Anna Maria Salzano, Silvia Gonzali, Sara Beltrami, Piero Antonio Salvadori, Katja Hora, Harmen Tjalling Holwerda, Andrea Scaloni, Pierdomenico Perata

**Keywords:** iodine, Arabidopsis, plant growth, plant nutrition, plant phenotype, transcriptomics, proteomics

## Abstract

Little is known about the role of iodine in plant physiology. We evaluated the impact of low concentrations of iodine on the phenotype, transcriptome and proteome of *Arabidopsis thaliana*. Our experiments showed that removal of iodine from the nutrition solution compromises plant growth, and restoring it in micromolar concentrations is beneficial for biomass accumulation and leads to early flowering. In addition, iodine treatments specifically regulate the expression of several genes, mostly involved in the plant defence response, suggesting that iodine may protect against both biotic and abiotic stress. Finally, we demonstrated iodine organification in proteins. Our bioinformatic analysis of proteomic data revealed that iodinated proteins identified in the shoots are mainly associated with the chloroplast and are functionally involved in photosynthetic processes, whereas those in the roots mostly belong and/or are related to the action of various peroxidases. These results suggest the functional involvement of iodine in plant nutrition.

## Introduction

Plants need macro- and micro-nutrients for their growth and development. Nutrients are chemical elements that are components of biological molecules and/or influence essential metabolic functions. The elements that to date are considered as plant nutrients are C, H, O, N, P, K (primary nutrients), Ca, Mg, S (secondary nutrients), and Fe, Zn, Cu, Mn, B, Cl, Mo, Co, and Ni (micro-nutrients) (Mengel and Kirkby, 2001).

Halogens are the least represented chemical group of plant micro-nutrients, chloride being the only micro-nutrient currently recognised in plant physiology, due to its regulatory action in proton-transfer reactions in the photosystem II (Brahmachari et al., 2018). Studying the effect of different concentrations and forms of iodine on the growth of several crops of agricultural importance, Borst Pauwels (1961) referred to iodine as a micro-nutrient for plant, and a similar conclusion was derived by Lehr et al. (1958) working on tomato.

A growing number of recent studies reporting the effect of iodine on plant growth have focused on the benefit of increasing iodine content in plants as a biofortificant in human and animal health (Medrano-Macías et al., 2016; Gonzali et al., 2017). Plant tissues generally increase their iodine content following its exogenous administration. However, the presence of iodine as a trace element/contaminant in the soil/nutrient solution/atmosphere cannot be avoided, thus preventing the effects related to the presence/absence of this element from being easily observed (Fuge and Johnson, 1986; Ashworth, 2009). The functional role of iodine as a plant nutrient might therefore have been masked.

Plants can absorb iodine from roots or above ground structures (stomata and cuticular waxes) (Medrano-Macías et al., 2016; Gonzali et al., 2017), translocate it mainly through the xylematic route and volatilise it as methyl iodide (CH_3_I) through the action of halide ion-methyltransferase (HMT) and halide/thiol methyltransferase (HTMT) enzymes (Medrano-Macías et al., 2016; Gonzali et al., 2017).

Little is known about the chemical forms of iodine inside plant tissues. Inorganic iodine, in particular iodide (I^–^), however, seems to be predominant (Weng et al., 2008). Plants can also incorporate iodine into organic molecules, such as iodosalicylates, iodobenzoates (Smoleń et al., 2020), monoiodotyrosine (MIT), di-iodotyrosine (DIT) and triiodothyronine (T3) (Eales, 1997; Smoleń et al., 2020). Interestingly, MIT and DIT have a key role in the physiology of vertebrates, as they are precursors of the two thyroid hormones (THs) triiodothyronine (T3) and L-thyroxine (T_4_) as part of the thyroglobulin protein (Zimmermann et al., 2008).

In plants, the presence of a thyroglobulin-like protein has never been reported, and the metabolic role of MIT, DIT and T3 molecules, if any, and their biosynthetic mechanism are still unknown. Nevertheless, protein iodination has been verified in several seaweed species (Hou et al., 2000; Romarís-Hortas et al., 2014), even if it has not yet been demonstrated in plants.

Iodine is likely involved in several physiological and biochemical processes (Medrano-Macías et al., 2016; Gonzali et al., 2017). The presence of low concentrations of iodine is often associated with beneficial effects on plant growth, production and stress resistance, whereas toxic effects are observed when applying iodine at high concentrations, especially in the I^–^ form, which is more phytotoxic than iodate (IO_3_^–^) (Voogt et al., 2010; Medrano-Macías et al., 2016; Gonzali et al., 2017; Incrocci et al., 2019). Thresholds for beneficial or toxic concentrations have been reported for all micro-nutrients (Welch and Shuman, 1995). Interestingly, the concentrations of iodine added to nutrient solutions that have been associated with positive effects for plants (ranging from approximately 10^2^–10^4^ nM) (Medrano-Macías et al., 2016; Gonzali et al., 2017) are comparable with those generally effective for other elements described as plant micro-nutrients (Sonneveld, 2002), suggesting that iodine may play a similar role in plant nutrition.

We explored the role of iodine as a nutrient for plants using various experimental approaches. Our results showed that iodine, when supplied at a well-defined concentration range, positively affected the phenotype of *Arabidopsis thaliana* plants, and altered the organism’s transcriptome. Most importantly, protein iodination was observed for the first time. These results are strongly suggestive of the role of iodine as a plant nutrient.

## Materials and Methods

### Plant Material and Cultivation System

Plants of *Arabidopsis thaliana*, ecotype Columbia 0, *Solanum lycopersicum* L., cv. Micro-Tom, *Lactuca sativa* L., var. crispa, *Triticum turgidum* L., var. durum, and *Zea mays* L., var. saccharata, were used in the experiments, as summarised in Supplementary Figure S1.

The cultivation protocol commonly applied in all the experiments is described as follows: seeds of the different species were sown on rockwool plugs and vernalised for 3 days. After this period, plants were hydroponically cultivated in a growth chamber (22°C day/18°C night with a 12 h photoperiod, a quantum irradiance of 100 μmol photons m^–2^ s^–1^ and a relative humidity close to 35%), in a floating system. A base nutrient solution, renewed once a week, was prepared minimising iodine contamination by dissolving in MilliQ water the following amounts of ultrapure salts: 1.25 mM KNO_3_, 1.50 mM Ca(NO_3_)_2_, 0.75 mM MgSO_4_, 0.50 mM KH_2_PO_4_, 50 μM KCl, 50 μM H_3_BO_3_, 10 μM MnSO_4_, 2.0 μM ZnSO_4_, 1.5 μM CuSO_4_, 0.075 μM (NH_4_)_6_Mo_7_O_24_, and 72 μM Fe-EDTA. At preparation, the pH and the electrical conductivity (EC) values were 6.0 and 0.6 dS m^–1^, respectively, whereas the iodine concentration in the nutrient solution was below the detection limit of 8 nM, as determined by ICP-MS analysis. The technical peculiarities of each experiment are described in the devoted sections.

### Phenotypical Determinations

Two separate experiments were performed. In both experiments, Arabidopsis plants were initially fed with the base nutrient solution. After 15 days of growth, plants homogeneous in size and leaf number were selected, grouped, and fed with different concentration and/or type of halogen-containing salts added to the nutrient solution. Plants were distributed in nine separate hydroponic trays (three different trays/treatment), and a total number of 90 plants were cultivated for each experimental condition (30 plants/tray).

In the first experiment (exp. 1—phenotype), 0.20 or 10 μM KIO_3_ was added to the nutrient solution. One month later, during the formation/elongation of the main inflorescence, half of the plants (15 plants/tray) was harvested and characterised according to the main morphological traits, such as rosette and inflorescence fresh weight (FW), dry weight (DW), dry matter content, rosette diameter, and inflorescence length. The remaining half was allowed to complete the growing cycle and was characterised in terms of flowering and seed production. Flowering, defined as the presence of the first open flower on the stem, was recorded at intervals of 3 days and expressed on a percentage basis. The percentage of bloomed plants/tray was calculated at each assessment date. Toward the final part of the plants’ life cycle, a periodical harvesting of the produced/matured seeds was carried out until the complete plant desiccation. Seed production was determined in terms of total seed weight/tray (15 plants/tray), number of seeds/silique and number of siliques/plant.

In the second experiment (exp. 2—phenotype), plants were treated by adding either KI, NaI or KBr (0, 10, or 30 μM) to the nutrient solution. Fifteen days after the salt treatment, half of the plants was characterised in terms of plant FW, DW and dry matter content, while the other half was subsequently characterised in terms of flowering (recorded with intervals of 2 days), as described for experiment 1-phenothype.

### Total RNA Extraction and Processing

Gene expression analysis was performed on 3-week-old Arabidopsis plants hydroponically grown on the base nutrient solution (control plants) or in the same medium to which 10 μM of KBr, NaI, or KI was added. Plant material was collected 48 h after the beginning of the treatment. Each sample consisted of a pool of rosettes or roots sampled from three different plants, which were immediately frozen in liquid nitrogen and stored at −80°C until further analysis.

Total RNA from rosettes was extracted as described by Perata et al. (1997), avoiding the use of aurintricarboxylic acid. RNA from roots was extracted using the Spectrum^TM^ Plant Total RNA Kit (Sigma-Aldrich). RNA was subsequently processed for microarray and qPCR analysis. The TURBO DNA-free kit (Thermo Fisher Scientific) was used to remove DNA contaminations and the iScript TM cDNA synthesis kit (Bio-Rad Laboratories) was used for RNA reverse-transcription.

### Microarray Analysis

RNA from rosettes and roots was processed and hybridised to Affymetrix GeneChip Arabidopsis ATH1 Genome Arrays as described by Loreti et al. (2005). Normalisation was performed using Microarray Suite 5.0 (MAS5.0). Differentially expressed genes (DEGs) were selected based on the two following criteria: log_2_FC treated/control ≥ 2 and mas5-Detection *p* ≤ 0.05. In addition, the absolute expression level ≥ 100 mas5-Signal was chosen to select only well-expressed genes. Rosette and root DEGs resulting from KI, NaI, and KBr treatments were processed and visualised in a Venn diagram. Only DEGs commonly regulated by KI- and NaI-treated plants and not responding to KBr treatments were considered specifically linked with the iodine treatment. This group of DEGs was then subjected to gene set enrichment using Gorilla^1^ and analysed with Mapman^2^, whereas the co-expression analysis was performed using Genevestigator^3^.

### Gene Expression Analysis (RT-qPCR)

Quantitative PCR (ABI Prism 7300 Sequence Detection System, Applied Biosystems) was performed using 30 ng cDNA and the iQ SYBR Green Supermix (Bio-Rad Laboratories). *UBIQUITIN10* (*At4g05320*) and *TIP4* (*At2g25810.1*) were used as reference genes. Relative expression levels were calculated using GeNorm^4^. The list of the primers and their sequences are reported in Supplementary Table S1. Four biological replicates were analysed, each consisting of a pool of rosettes or roots sampled from three different plants.

### Feeding With Radioactive Iodine

Two separate experiments were performed by feeding radioactive iodine (^125^I—NaI, PerkinElmer) to hydroponically grown *Arabidopsis thaliana* (exp. 1—radioactive) or tomato, lettuce, wheat and maize (exp. 2—radioactive) plants. Treatments were performed on 1-month-old plants. The solution of ^125^I was prepared by dissolving 60 μl of the commercial radioactive ^125^I product (2.4 mCi/100 μl—9.41 μM) in 250 ml of base nutrient solution. Plants were individually transferred into plastic tubes and treated with the hydroponic solution (with or without Na^125^I). Sampling was performed after 48 h of incubation by collecting leaf and root material, which was immediately frozen in liquid nitrogen, and stored at −80°C until the analysis. Control, non-treated plants (no ^125^I added during their growth) were used in both experiments.

### Protein Extraction, Electrophoresis, and Gel Autoradiography

Leaf and root samples from ^125^I-fed and control plants were ground to fine powder in liquid nitrogen. The protein extraction buffer (50 mM TrisHCl, pH 7.0, 1% w/v SDS, P9599 protease inhibitor cocktail, Sigma-Aldrich) was added to the powder. The resulting solution was vortexed vigorously, and then centrifuged (18,407 *g*, 30 min, 4°C). Radioactive iodine solution (10 μl; prepared as described above) was added to the control samples during the extraction process to check for the occurrence of false positive signals (technical artifacts), possibly due to unspecific binding of iodine with the protein extract.

Protein extracts were dissolved in a 5 × Laemmli buffer, treated at 95°C for 10 min, and a volume of 20 μl (corresponding, approximately, to 65 or 20 μg of proteins, in shoot and root samples, respectively) was loaded to Invitrogen NuPAGE gels (10% Bis-Tris Midi Gels, Thermo Fisher Scientific), together with a protein marker (Precision Plus Protein^TM^ Dual Color Standards, Bio-Rad). After electrophoresis, the gel was rinsed in MilliQ water, and the proteins were fixed (40:7:53 ethanol/glacial acetic acid/H_2_O – 30 min) and then stained (EZ Blue Gel Staining reagent, Sigma-Aldrich – 30 min) on an orbital shaker. After rinsing, gels were exposed to a multipurpose phosphor storage screen (Cyclone Storage Phosphor System, PerkinElmer) in order to obtain a digital image of the radioactivity distribution. Radioactive signals were quantified after 72 h of gel exposure using a Cyclone Phosphor Imaging System (PerkinElmer). In order to prevent the occurrence of any radioactive emissions from the control samples, after each image acquisition, gels were re-exposed for 15 days, and the absence of ^125^I labelled bands was verified in the newly acquired images.

### Database Search for Iodinated Peptides in Protein Datasets From Proteomic Data Repositories

Mass spectrometry data were downloaded from the PRIDE (PRoteomics IDEntification database) archive^5^ (Perez-Riverol et al., 2019). The PRIDE archive was searched to select *A. thaliana* datasets based on the analysis of specific plant organs, such as cauline, rosette and roots, and/or subcellular districts, such as chloroplasts and mitochondria. Datasets were excluded if enrichment/immunopurification strategies were used during protein purification. Finally, 21 experimental sets of nano-LC-ESI-MS/MS raw data included in 14 PRIDE repositories (March 2020) were obtained and re-analyzed by database searching. Only raw files corresponding to the analysis of control/non-treated plants were downloaded and the experimental protocols and the search parameters for each different dataset were annotated. Supplementary Table S2 lists the experimental sets, with details on the MS instrument, plant organ and/or subcellular compartment, sample preparation, and proteomic strategies adopted.

Raw files were searched separately using Proteome Discoverer 2.4 (Thermo Fisher Scientific, United States) with the Mascot v. 2.6 search engine (Matrix Science Ltd., United Kingdom) against the TAIR10 database^6^ (71,567 sequences, accessed May 2017) and a database containing common laboratory contaminants on the MaxQuant website^7^. Workflows were built for each experimental dataset, considering the specific mass tolerance values used for the original search and reported on the PRIDE repository, or in the publication associated with the dataset.

For all the workflows, Cys carbamidomethylation was set as a fixed modification, while iodination at Tyr and His (Δm = +125.8966 Da), oxidation at Met, protein N-terminal acetylation, deamidation at Asp, and pyroglutamate formation at N-terminal Gln were selected as variable modifications. Isotopic labelling was also considered in the modification parameters when performed for protein quantification.

Trypsin was selected as the proteolytic enzyme and peptides were allowed to have a maximum of two missed cleavages. The minimum peptide length was set at six amino acids. The site probability threshold for peptide modification was set at 75. Only high confidence peptide identifications were retained by setting the target false discovery rate (FDR) for PSM at 0.01 and further filtered to keep only peptides (*P* < 0.05) with a Mascot Ion score > 30. In addition, the results of the identification analysis were processed by putting together the output of iodinated peptides from all the datasets and further applying a filter to keep only those identified with a Mascot Ion score > 50, in at least one dataset, to limit the identification to peptides with the best scoring matches and corresponding to high certainty. The presence of the MS/MS spectrum of the unmodified counterpart was verified for each iodinated peptide to further validate the identification.

### Protein Bioinformatics

Proteins containing iodinated peptides were functionally annotated according to MapMan categories by using the Mercator pipeline^8^. Final outputs were integrated with data from the available literature. Protein interaction networks were obtained with STRING v. 11^9^, which was also used to provide information on known gene ontology categories. Venn diagrams were depicted using a web tool at http://bioinformatics.psb.ugent.be/webtools/Venn. The Protein Abundance Database (PAXdb) was also queried to evaluate quantitative levels of modified *A. thaliana* proteins at https://pax-db.org.

### Statistical Analysis

Data concerning phenotypical determinations and qPCR-based gene expression analysis were analysed by one-way ANOVA coupled with the LSD *post hoc* test, when they followed a normal distribution and there was homogeneity of variances. When one of these two prerequisites was violated, a Kruskal-Wallis test for non-parametric statistic was performed and the significance letters were graphically assigned using a box-and-whisker plot with a median notch. Significant differences between the means (*P* < 0.05) are indicated by different letters in the figures and tables.

## Results

### Effects of Iodine on the Plant Phenotype

The effects of low amounts of KIO_3_ (0.20 or 10 μM) on hydroponically grown Arabidopsis plants, compared to plants cultivated on a control nutrient solution, were evaluated in terms of plant morphology, biomass, and seed production (exp. 1-phenotype). No phytotoxicity symptoms were observed on plants and the most significant phenotypical effect was a delay of flowering in the control plants, compared to KIO_3_ (either 0.20 or 10 μM) (Figures 1A,B). Twelve days after the opening of the first flower, plants treated with 0.20 or 10 μM KIO_3_ were close to complete flowering, as 87 and 96% of the plants had bloomed, respectively, vs. 69% of the control plants (Figure 1B). Control plants took about 18 days to complete blooming.

**FIGURE 1:**
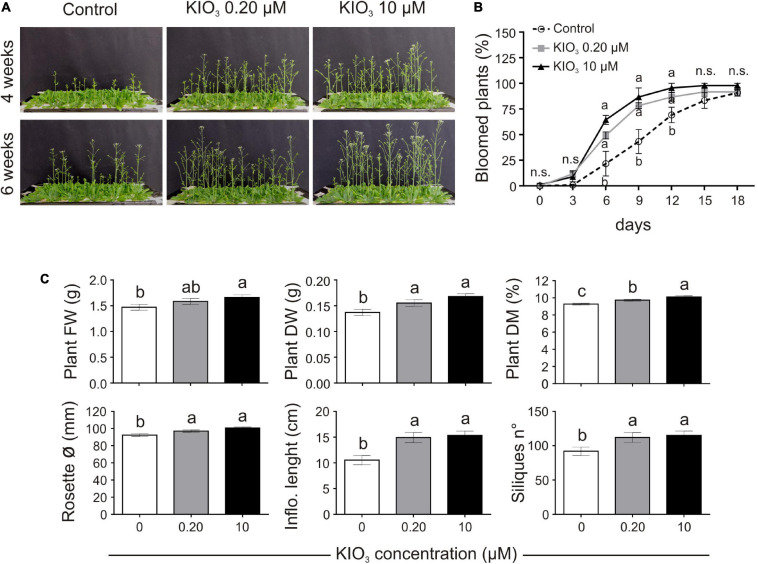
Impact of iodine on plant growth and development (exp. 1-phenotype). **(A)** Lateral view of plants after 4 or 6 weeks from the onset of KIO_3_ treatment. **(B)** Flowering time curve; the percentage of bloomed plants/tray was calculated every 3 days after the opening of the first flower (day 0). **(C)** Morphological data on plant FW, DW, dry matter content, rosette diameter, inflorescence length and number of produced siliques/plant, determined 1 month after the onset of KIO_3_ treatments. Values indicated by different letters significantly differ from each other (according with one-way ANOVA, LSD *post hoc* test, *P* ≤ 0.05). In particular, the statistical analysis of flowering **(B)** was performed by comparing the percentage of bloomed plants of each tray (considered as biological replicates) within each sampling point. When data followed a Normal distribution and there was homogeneity of variances, they were subjected to one-way ANOVA and values indicated by different letters significantly differ from each other (LSD *post hoc* test, *P* ≤ 0.05). When one of this two prerequisite was violated, a Kruskal-Wallis test was performed. Error bars (±SE) are shown in graphs.

Plant biomass, evaluated 1 month after the addition of KIO_3_ to the nutrient solution, was significantly lower in control plants, both in FW and DW (Figure 1C). When compared to the control, the plant FW increased by approximately 7.7 and 13% with addition of 0.20 and 10 μM KIO_3_ in the nutrient solution, respectively, whereas the DW increased by 13 and 22%, respectively. The effect on plant FW was mostly ascribable to the inflorescence, as no significant differences were evident in terms of the rosette FW values (Supplementary Table S3). The concentration of iodine in the nutrient solution had a marked effect on the inflorescence length, which was approximately 41 and 45% longer compared to the control in 0.20 and 10 μM KIO_3_ treated plants, respectively (Figure 1C), and a comparable effect was seen on the inflorescence FW and DW (Supplementary Table S3). Additionally, the rosette diameter in the control was smaller, and the application of 0.20 or 10 μM KIO_3_ increased it by approximately 5 and 9%, respectively (Figure 1C). The plant dry matter content positively correlated with the increased iodate concentrations (Figure 1C).

Seed production was determined in terms of total seed weight, seeds/silique and number of siliques/plant. The number of seeds contained in each silique was not affected by iodate treatments (Supplementary Table S3), whereas the number of siliques produced by each plant was lower in the control, compared to the addition of both 0.20 and 10 μM KIO_3_ (Figure 1C). This influenced the total seed production, which, 1 month after the addition of KIO_3_ to the nutrient solution, was much higher in plants treated with iodate (more than 50 and 35%, respectively, in 0.20 and 10 μM KIO_3_ treated plants in comparison with the control) (Supplementary Table S3).

Adding exogenous iodine in the form of KIO_3_ countered the delay in flowering of control plants (Figures 1A,B). This was confirmed in experiment 2 (exp. 2-phenotype), when iodine was added in the form of KI or NaI (Figures 2A,B). The possible effects of potassium or bromide, as an alternative halogen, were evaluated and then ruled out, as a similar behaviour was observed in plants treated with KI or NaI, but not with KBr (Figures 2A,B).

**FIGURE 2:**
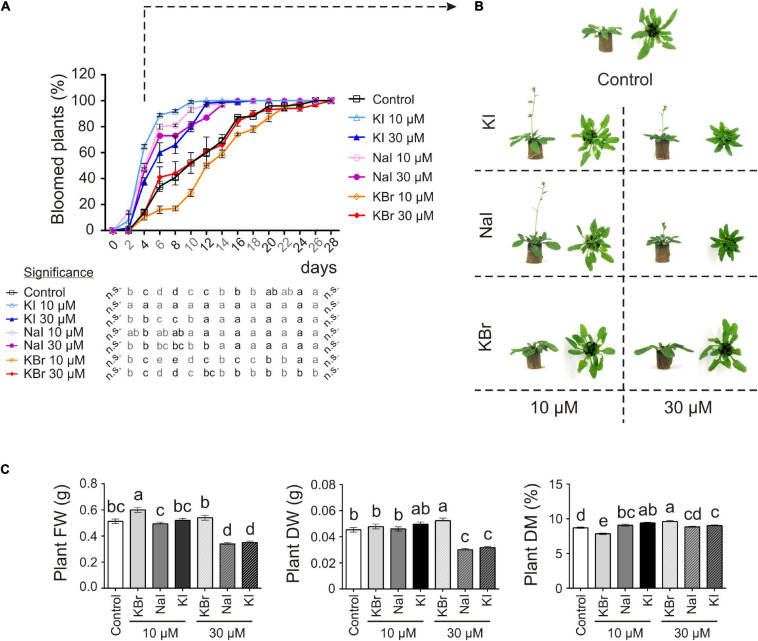
Impact of iodine on plant growth and development (exp. 2-phenotype). **(A)** Flowering curve; the percentage of bloomed plants/tray was calculated every 2 days after the opening of the first flower (day 0). **(B)** Representative control, and KI-, NaI- or KBr-treated plants (10 and 30 μM) after 15 days from the onset of the treatments. Pictures were taken after 4 days from the opening of the first flower on the main stem. **(C)** Morphological data on plant FW, DW, dry matter content determined 15 days after the onset of the treatments. Values indicated by different letters significantly differ from each other (according with one-way ANOVA, LSD *post hoc* test, *P* ≤ 0.05). In particular, the statistical analysis of flowering **(A)** was performed by comparing the percentage of bloomed plants of each tray (considered as biological replicates) within each sampling point. When data followed a Normal distribution and there was homogeneity of variances, they were subjected to one-way ANOVA and values indicated by different letters significantly differ from each other (LSD *post hoc* test, *P* ≤ 0.05). When one of this two prerequisite was violated, a Kruskal-Wallis test was performed. Error bars (±SE) are shown in graphs.

The application of 10 μM KI and NaI promoted flowering, without negatively impacting the plant biomass production (Figure 2C), whereas 30 μM KI or NaI reduced plant growth (Figure 2C), although the promoting effect of iodine on flowering was still present (Figures 2A,B). Four days after the opening of the first flower (day 0), more than 50% of KI- and NaI-treated plants had bloomed vs. 14% of the control plants and 10% and 14% of the 10 and 30 μM KBr-treated plants, respectively. Moreover, the floral transition was almost complete in 10 μM KI- and NaI-fed plants in the subsequent 6 days (10 days after day 0). Two and four more days were required for 30 μM KI- and NaI-fed plants, respectively (12 and 14 days after day 0), whereas the control and KBr-treated plants completed blooming in the subsequent 18 days (22 days after day 0) (Figure 2A).

### Effects of Iodine on Gene Expression

The response of plants to iodine was analyzed at the transcriptomic level. To identify genes whose expression was specifically altered by iodine, Arabidopsis plants were treated by adding 10 μM of NaI, KI, or KBr to the nutrient solution, compared to the untreated control plants. The resulting RNAs were analyzed by hybridisation on ATH1 microarrays. 

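Transcript levels were read on 8 arrays, 1 for each of 4 treatments (untreated control, KBr, NaI and KI, the salts at 10 μM) in shoot and in root, from plants about 3 weeks old sampled 48 h after the salts were added, with 3 plants pooled per sample. An ATH1 array carries short probes for Arabidopsis transcripts, and a set of probes for a transcript is summarised as 1 signal, an intensity on a linear scale. The authors computed the signals with MAS5, and in the deposited values the mean signal of each array without its highest and lowest 2% of probe sets was close to 500. Medians lay between 169 (shoot, KBr) and 193 (root, control), and between 58.5% and 61.7% of the 22746 probe sets other than Affymetrix controls reached a signal of 100. A probe set was called higher when the log2 of treated over control signal was at least 2 and the treated signal at least 100, and lower when it was at most -2 and the control signal at least 100. It was called iodide-specific when the call held in the same direction for NaI and KI and not for KBr. The paper also required a MAS5 detection p, which was not used here, and its methods do not say on which array the signal had to reach 100. Of 22810 probe sets, 13513 had 1 gene symbol, 503 had several and 8794 had none in the platform table used here, and genes are named only from the first group. With 1 array per treatment and tissue there is no replicate spread, so counts and folds describe these arrays and no p-value was computed.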

To rule out the possible generic effects of halogens, we searched the microarray dataset for genes that responded to KI and NaI, but not to KBr. In addition, a comparison between KBr- and KI-treated plants enabled us to rule out the possible transcriptional regulation of genes exerted by potassium, as K^+^ ion was common to both salts.

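Few probe sets were called under KBr. In root, 1 was higher and 2 were lower, against 382 and 141 under NaI and 390 and 115 under KI. The root probe set called higher under KBr belongs to At1g57630, a TIR domain gene of the class found among disease resistance proteins, with signals of 43.5 in control, 176 in KBr, 774 in NaI and 953 in KI. The chloroplast gene psbM, a photosystem II subunit, was called lower, at 6264 in control and 1499.6 in KBr, with 1971 in NaI and 5002 in KI. At5g24980 was the other, at 197 in control and 47.3 in KBr. In shoot, 8 probe sets were called higher and 22 lower under KBr, or 20 and 12 after quantile normalization, and the 5 genes with the largest KBr change in each direction had brighter signals of 101 to 155, near the criterion, such as At1g45150 at 10.5 in control and 113 in KBr. Of the shoot probe sets called lower, 3 were shared by KBr and KI, the potassium salts, and not by NaI, and among those called higher 0 were. KBr and NaI, which have no ion in common, shared 4 lower and 2 higher that were not called in KI. The root had 0 such probe sets in either direction.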

Data visualisation with a Venn diagram showed that several genes were specifically regulated by iodine, as up- or down-regulated genes in both NaI- and KI- but not in KBr-treated plants were 33 (51% of DEGs) and 15 (33% of DEGs) in the shoot (Figure 3A), and 398 (95% of DEGs) and 133 (79% of DEGs) in the root (Figure 3B), respectively. 

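In root, 339 probe sets were called higher in both NaI and KI and not in KBr, and 86 were called lower. In shoot the counts were 17 and 18. A call needs a signal of 100 as well as 4-fold, so a probe set not called in KBr can still have changed there. Within 2-fold in KBr were 268 of the 339, 85 of the 86, 9 of the 17 and 10 of the 18. The root probe set for At5g38910, which encodes an RmlC-like cupin, had signals of 132 in control, 123 in KBr, 17999.8 in NaI and 14867 in KI. At2g30670, an NAD(P)-binding Rossmann-fold protein, was at 50.9, 94.2, 6563 and 6907 in the same order, and At3g28510, a P-loop nucleoside triphosphate hydrolase, at 34.0, 74.4, 4432 and 3755. Among the lower transcripts, At5g26130, of the CAP superfamily of secreted proteins, was at 18721 in control, 18383 in KBr, 203 in NaI and 125 in KI, and At1g70880, a polyketide cyclase and lipid transport protein, at 8833, 8824, 355 and 295. At4g23680, of the same protein family, was instead higher, at 70.3 in control and 1309 and 1266 in NaI and KI. In shoot, At4g16260, a glycosyl hydrolase, was at 63.8 in control, 125 in KBr, 918 in NaI and 689.5 in KI, and At5g52390, a PAR1 protein, at 76.2, 58.2, 515 and 694. At2g36885, a translation initiation factor, was lower in shoot, at 1402 in control, 1399 in KBr, 288 in NaI and 291 in KI. The iodide-specific calls made up 78.5% of all probe sets called higher in root and 50% of those called lower, and 14.5% and 14.4% in shoot. From genes that responded to both iodide salts and not to KBr, the paper concludes that several genes were specifically regulated by iodine. It also gives heatmaps, and qPCR of selected genes on biological replicates in both tissues, and that qPCR was not analysed here. Of the shoot calls, 13 of the 17 higher and 16 of the 18 lower had the dimmer signal under 100, against 198 of 339 and 47 of 86 in root, and folds from such signals are imprecise. Over 13 other settings of the fold rule the counts ran from 141 to 807 higher and 39 to 478 lower in root and from 4 to 199 and 2 to 259 in shoot, each lowest when both arrays compared had to reach a signal of 100.

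**Figure D1:**
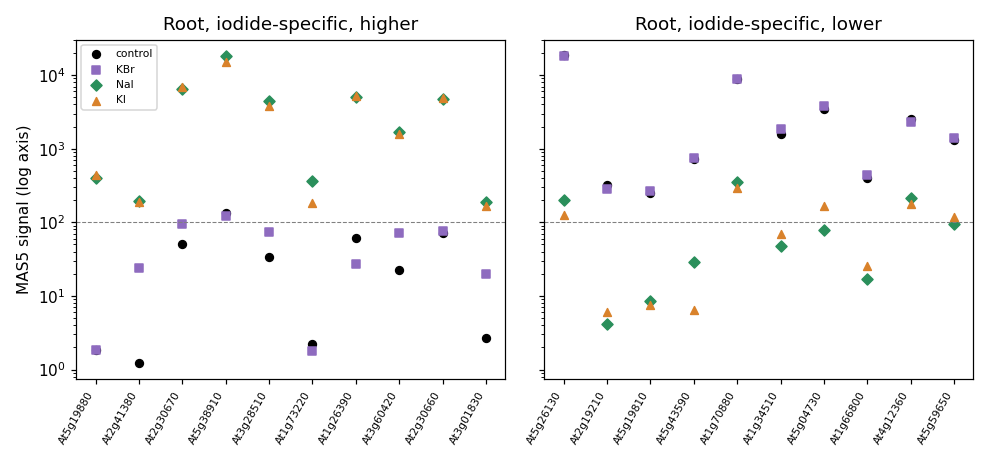
MAS5 signal on a log axis of the 10 named root genes with the largest smaller-of-both log2 fold change in each direction, on the control, KBr, NaI and KI arrays (1 array each, no error). The dashed line marks a signal of 100. In the right panel the control and KBr points lie together above the NaI and KI points, as for At5g26130 at 18721 and 18383 against 203 and 125.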

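Across root probe sets with a signal of at least 100 on at least 1 array (14992), the log2 differences KI minus control and NaI minus KBr, which share no array, had a Pearson correlation of 0.824, and KI minus KBr and NaI minus control one of 0.833. In shoot (14761 probe sets) the corresponding values were 0.408 and 0.256. Over all probe sets, dim ones included, they were 0.349 and 0.334 in root and 0.110 and 0.00465 in shoot. The remaining comparison without a shared array sets KBr minus control against KI minus NaI. Without the dim probe sets it gave 0.0201 in root and -0.161 in shoot. In shoot, array differences other than iodide against the rest thus also correlated, though less strongly. These correlations run across genes, which are not independent replicates, so they describe the arrays. Against the shared control the KI and NaI differences correlated at 0.931 in root and 0.635 in shoot, where unchanged arrays simulated from the KBr and control difference gave 0.498 and 0.504. KBr, also against the shared control, correlated with NaI at 0.334 and with KI at 0.349 in root. In shoot it correlated with NaI at 0.549 and with KI at 0.380. Unchanged arrays gave 0.501 and 0.503 for these in root and 0.501 and 0.502 in shoot. The covariance, to which a shared array adds the same amount with or without a response, was 0.639 (0.0608 and 0.0420) for KI with NaI in root and 0.209 (0.143 and 0.0602) in shoot, the values in brackets being those of unchanged arrays with residuals as measured and rescaled. For KBr it was 0.101 (0.0611 and 0.0419) with NaI and 0.103 (0.0614 and 0.0418) with KI in root, above both, and 0.127 (0.142 and 0.0602) and 0.0938 (0.142 and 0.0601) in shoot, between the 2 simulated values. In root 340 probe sets were called higher by both iodide salts, where independent lists of those sizes would share 6.55. A shared control can add to such an overlap. Unchanged arrays with residuals as measured, called against 1 shared control too, gave 0.0700 on average and at most 1. The lower calls of both salts in root numbered 86, against a simulated mean of 5.27. In shoot both salts shared 19 higher calls against 1.84, and 22 lower calls against 39.97, or 8.97 with rescaled residuals.

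**Figure D2:**
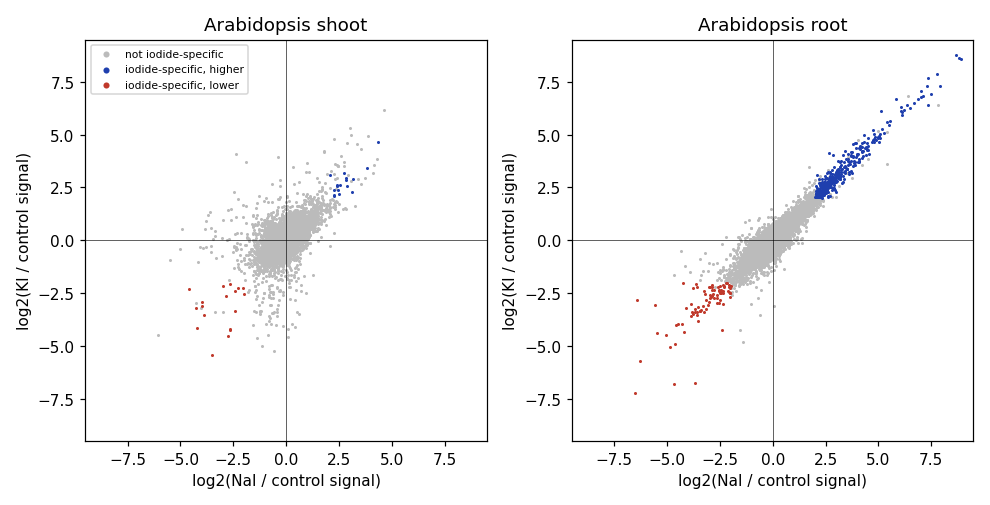
Log2 of NaI over control signal (x axis) against log2 of KI over control signal (y axis) for each probe set with a signal of at least 100 on at least 1 array, in shoot and root, with iodide-specific probe sets coloured. The root points lie along the diagonal, with a correlation of 0.931, and the shoot points scatter more widely, at 0.635.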

The similarity and specificity in the expression pattern of KI- and NaI-treated plants were confirmed by the heatmaps generated from the analysis of the shoot (Figure 3C) and root (Figure 3D) expression data.

**FIGURE 3:**
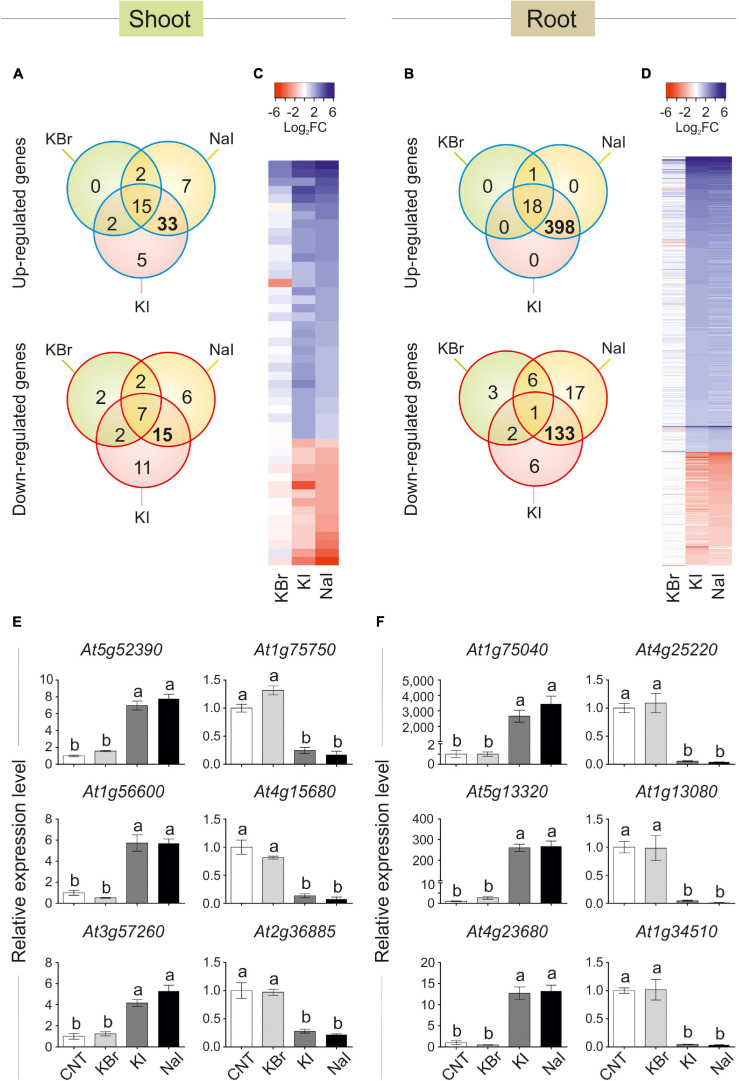
Transcriptional regulation of gene expression induced by iodine. Venn diagram showing the number of genes differentially regulated in shoot **(A)** or root **(B)** tissues of KBr-, NaI-, and KI-treated plants (10 μM—48 h), when compared with the control. Heatmap showing the pattern of expression of the genes analysed in the shoot **(C)** or root **(D)** tissues in response to NaI, KI or KBr treatments, when compared with the control. qPCR validation of selected genes up- or down-regulated by iodine treatments (commonly regulated by NaI and KI, but not KBr) in shoot **(E)** or root **(F)** tissues. qPCR data are mean ± SE of four biological replicates, each composed of a pool of three different rosettes. Values indicated by different letters significantly differ from each other (according with one-way ANOVA, LSD *post hoc* test, *P* ≤ 0.05).

To validate the microarray analysis, a subset of three I^–^-induced and three I^–^-repressed genes were analysed by qPCR, corroborating the specific regulation of iodine on their expression in both shoot (Figure 3E) and root (Figure 3F) samples.

The complete list of the KI and NaI commonly and not responding to KBr up- and down-regulated genes is reported in Supplementary Tables S4, S5 (shoot tissue), and Supplementary Tables S6, S7 (root tissue), respectively.

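The genes of these tables were looked up on the arrays by AGI code. The copies used here list 32 of 33 genes (Table S4), 15 of 15 (S5), 393 of 398 (S6) and 129 of 133 (S7), the sizes after "of" being the paper's, and 12, 9, 215 and 67 of them had a probe set naming them alone. Every gene found was at least 4-fold in the stated direction in NaI or KI and at least 2-fold in both. In both salts, 4 of the 12, 4 of the 9, 182 of the 215 and 40 of the 67 reached 4-fold. By fold alone, 1, 0, 7 and 0 of them were also at least 4-fold in that direction in KBr, At3g22620 in Table S4 and At1g57630 in S6 among them. The median of the smaller log2 fold change, taken in the stated direction, was 1.75 in Table S4, 1.47 in S5, 2.52 in S6 and 2.21 in S7, with KBr medians of 0.61, 0.42, 0.35 and 0.09 in that direction. The study chose these genes on these arrays, so their direction is not independent evidence.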

The polypeptides codified by the iodine-regulated genes did not show a preferential site of action in the cell, as their predicted localisations include cytoplasm, chloroplast, cell wall, nucleus, mitochondrion, vacuole and apoplast (Supplementary Tables S4–S7).

The gene ontology (GO) analysis identified several functional categories regulated by iodine in the roots (Figure 4, Supplementary Figure S2 and Supplementary Tables S8, S9), whereas no statistically significant GO terms were identified by analysing the DEG data on the shoots.

**FIGURE 4:**
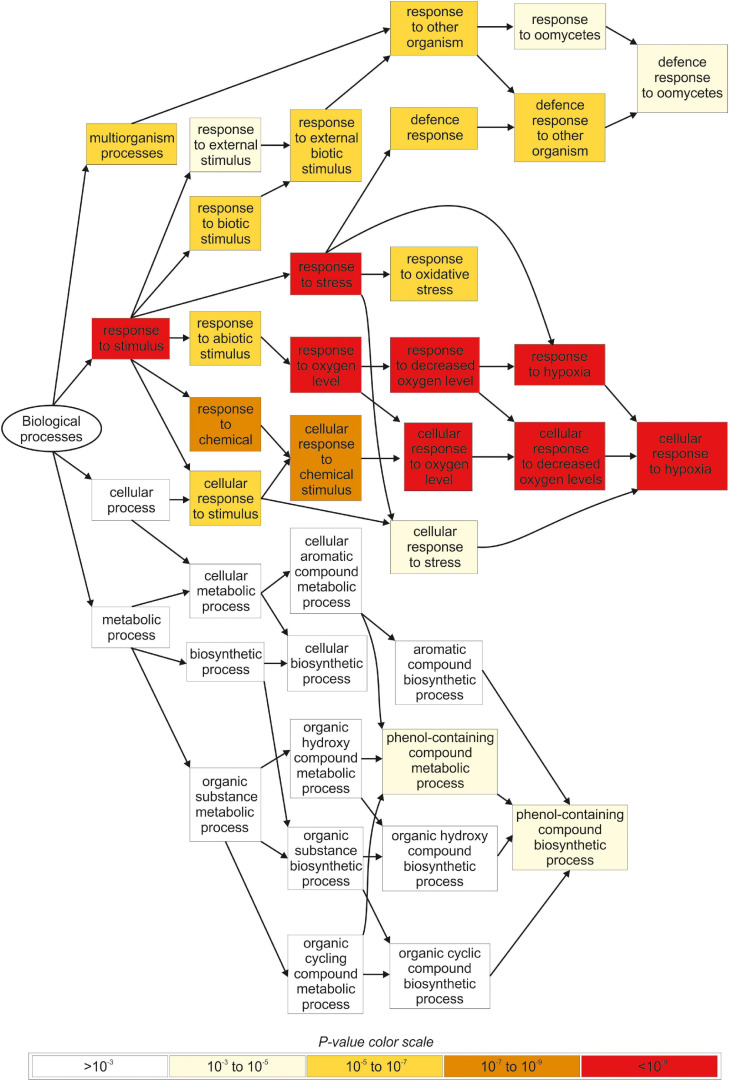
Overview of the main biological processes affected by iodine based on the GO terms enrichment analysis carried out in root tissues. Only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control, were analysed. The figure was extracted from GOrilla (http://cbl-gorilla.cs.technion.ac.il) and reproduced. In this analysis, DEGs with log_2_FC ≥ 2.5 or log_2_FC ≤ –2.5 were used.

The most representative biological processes affected by iodine in the roots were related to the *response to stimulus* (GO:0050896), and the downstream categories associated with *response to abiotic* (GO:0009628) and *biotic stimulus* (GO:0009607) (Figure 4 and Supplementary Table S8). 

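Of the 49 genes that Table S8 lists under response to stimulus, 36 had a probe set of their own here, and 32 of these were at least 4-fold higher and 4 at least 4-fold lower in both NaI and KI in root. Their median log2 fold changes were 3.01 in NaI, 3.09 in KI and 0.27 in KBr. For response to abiotic stimulus, 16 of 23 listed genes were found and 16 were higher, 4 of them also 4-fold apart from control in KBr by fold alone. For response to biotic stimulus, 8 of 14 were found and 8 were higher, with 0 at 4-fold in KBr. These genes were selected by the study on the same arrays. Lists written before the array values were examined were thinly covered. The paper was known when those lists were written, and some members, At1g26380 among them, are in Table S8. The lists are therefore not independent of the study's findings on these arrays. Of 31 genes of salicylic acid and systemic resistance 3 were measured in root, and GRX480, a glutaredoxin, had signals of 65.2, 65.4, 218 and 236 in control, KBr, NaI and KI, under the 4-fold criterion. Of 26 genes of pattern-triggered immunity 4 were measured, and At1g26380, a berberine bridge enzyme-like oxidase of the indole phytoalexin pathway, was called higher, at 239.7, 629.9, 2062 and 3207. That call ends when KBr is taken as the baseline or when KBr must stay under 2-fold. Of 65 WRKY transcription factors 6 were measured and 0 were called. Among random lists of the same size matched on signal, the iodide medians lay at percentile 98.8 for salicylic acid, 99.7 for immunity and 96.75 for WRKY factors. The KBr medians lay at 70.5, 98.9 and 90.75, and each list rests on few measured genes.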

The main molecular functions regulated by iodine in the roots were related to *antioxidant* (GO:0016209) and *oxidoreductase activity* (GO:0016491) and related child terms, in particular *peroxidase activity* (GO:0004601) and *oxidoreductase activity*, *acting on peroxide as acceptor* (GO:0016684) (Supplementary Figure S2 and Supplementary Table S9).

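Class III peroxidases, secreted haem enzymes that use hydrogen peroxide, went both ways in root. Of 43 measured members of a list of 73, 10 were iodide-specific and higher and 1 was lower. Among all 14992 root probe sets with a signal of 100 on at least 1 array, 339 were higher and 86 lower. The transcript of At4g36430 was at 1502 in control, 1371 in KBr, 11867 in NaI and 10190.1 in KI, that of At5g39580 at 499, 814, 3579 and 4035 and that of At5g06730 at 133, 157, 1645 and 1233. At5g19880 was at 1.87 and 1.86 in control and KBr, near the bottom of the scale, and at 406 and 441 in NaI and KI. At1g34510 was the lower one, at 1593 in control, 1853 in KBr, 47.3 in NaI and 70.4 in KI. Of those not called, 3 were at least 2-fold higher in both iodide salts, among them At1g68850 with log2 fold changes of 1.98 in NaI and 1.68 in KI, and 3 at least 2-fold lower, among them At2g37130 with -1.50 and -1.28. The list's median log2 fold change was 0.05 in NaI and -0.04 in KI, the latter 0.00 after quantile normalization, and the median of each gene's mean over both salts lay at the 64.9th percentile of random lists matched on signal. The KBr median of 0.09 lay at the 97.3rd. These medians describe the list as a whole and not how many members were called. Of 5 measured genes of root hairs, 2 of them (At1g30870 and At4g26010) also on the peroxidase list, 0 were called, and the 3 others were at least 2-fold lower in both iodide salts, with a list median of -1.60 in NaI and -1.59 in KI. Called peroxidases numbered 17 at a log2 fold change of 1 and 7 when both arrays had to reach 100.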

DEGs analysis performed with MapMan highlighted an over-representation of several genes in root samples that were related to calcium regulation and protein modification/degradation (Supplementary Figure S3A), together with genes encoding for the large enzyme families including peroxidases, oxidases, glutathione S-transferases, and cytochrome P450 (Supplementary Figure S3B).

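Calcium genes and berberine bridge enzyme-like oxidases had the highest median log2 fold changes in root among the lists with at least 3 measured members. Of 9 measured genes of calcium signalling and transport, 5 calmodulin-like or EF-hand genes were iodide-specific and higher. At3g47480, a calcium-binding EF-hand gene, was at 33.1 in control, 40.8 in KBr, 1267 in NaI and 1134 in KI, its relative At5g39670 at 407, 694, 2978 and 2657, and CML38 at 439, 1033, 2584 and 3012. The list's medians were 2.56 in NaI, 2.11 in KI and 0.30 in KBr, at percentile 100 of random lists for iodide and 99.7 for KBr. Of 11 measured berberine bridge enzyme-like oxidases, 7 were called higher, led by At1g26390 at 62.0, 27.0, 5123 and 5232, and their medians were 2.48 in NaI, 2.50 in KI and 0.50 in KBr. Glutathione S-transferases of the tau and phi classes, which conjugate glutathione to foreign compounds, had 1 of 10 measured members called higher, GSTU22 at 91.9, 146, 1447 and 1556, and a median of -0.10 in both iodide salts. Cytochrome P450 genes had 1 of 10 measured members called higher, CYP71B6 at 1071, 1553, 4908 and 5382, and a median of -0.37 in NaI and -0.34 in KI. Only 13 of 41 listed transferases and 23 of 236 P450 genes had a probe set naming them alone. With KBr as the baseline the calls fell to 2 calcium genes, 3 berberine oxidases and 0 P450 genes, and with a signal of 100 required on both arrays to 2 calcium genes, 4 berberine oxidases and 0 transferases.

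**Figure D3:**
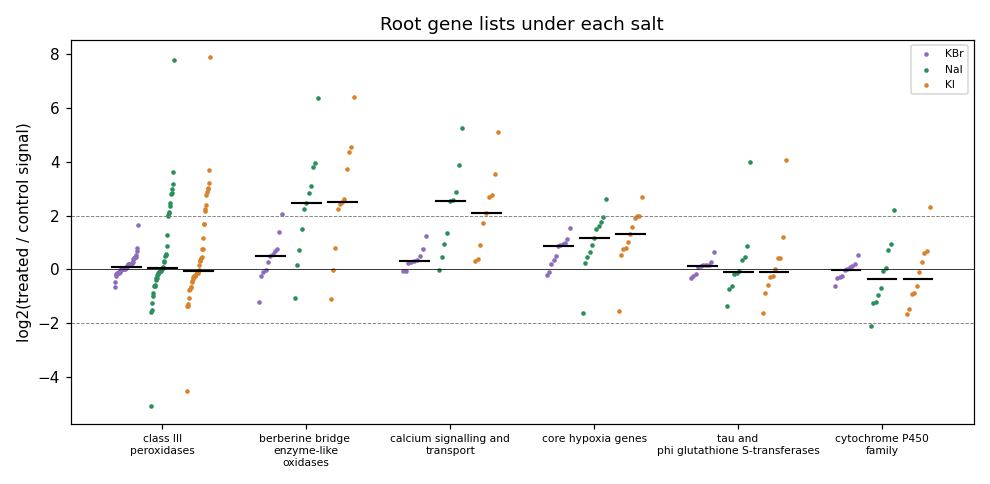
Log2 of treated over control signal in root for the measured members of 6 gene lists under KBr, NaI and KI. Each point is a gene on 1 array, black bars are medians and dashed lines mark 4-fold. The calcium medians are 2.56 in NaI and 2.11 in KI against 0.30 in KBr, while the glutathione S-transferase and P450 medians lie below 0 in both iodide salts.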

The relatively low number of genes regulated by iodine in the shoots prevented a gene ontology analysis from being performed. However, in terms of the most well characterised genes specifically regulated by iodine treatments in the shoot, the main pathways affected were directly or indirectly involved in biotic (approximately 48 or 40% of up- or down-regulates genes, respectively) or abiotic (approximately 45 or 33% of up- or down-regulates genes, respectively) stress response pathways (Supplementary Tables S4, S5). 

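Of the genes measured in shoot from the lists of defence, peroxidase, oxidative stress, and cold and water deficit genes, 0 were iodide-specific. The lists were covered in part, with 2 of 31 genes measured for salicylic acid, 3 of 26 for immunity, 1 of 26 for jasmonate and ethylene, 2 of 17 for oxidative stress, 5 of 65 for WRKY factors, 17 of 73 for peroxidases and 3 of 18 for cold and water deficit. At3g57260, At1g75040 and At5g13320, salicylic acid genes whose qPCR primers the paper lists, were not among those measured, so the 0 does not bear on them. WRKY53, a transcription factor of defence and senescence, was at 157 in control, 158 in KBr, 414 in NaI and 212 in KI, and GRX480 at 75.3, 60.4, 187 and 138. The peroxidase gene PRX52 was at 57.4, 64.2, 158 and 202, and At5g64110, of the same family, at 121, 227, 323 and 372, both at least 2-fold and under 4-fold above control in the iodide salts. At a log2 fold change of 1, 2 of 17 measured peroxidases were called. The defensin gene PDF1.2, of the jasmonate and ethylene defence list, was at 423, 446, 1163 and 577, above control more in NaI than in KI. Among cold and water deficit genes, COR15A was at 24959.6, 18279, 19653 and 18474 and LTI30 at 533, 566, 1051 and 765. With 1 array per salt, differences of this size were not tested.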

Several genes playing a role in the transition to flowering (*At4g19191* and *At1g75750*) and embryo and pollen development (i.e., *At1g21310*, *At3g54150*) are also worth mentioning.

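At4g19191, a tetratricopeptide repeat-like protein, was at 104 in control, 63.1 in KBr, 4.29 in NaI and 21.2 in KI in shoot, so its control signal was close to the criterion of 100. At3g54150, a methyltransferase, was at 22.3, 34.3, 73.5 and 122, a log2 fold change of 1.72 in NaI and 2.45 in KI, and was not called. In root it was called higher, at 52.6, 125, 828 and 849.8. At1g75750 and At1g21310 had no probe set naming them alone and were not analysed here. Of 38 genes of flowering time and floral identity, 4 were measured in shoot and 0 were called. The clock-linked flowering regulator GI was at 2287 in control, 2290.2 in KBr, 2609.8 in NaI and 2214 in KI, AGL24 at 219.8, 265, 197 and 238, and FD at 111, 41.8, 65.0 and 82.6. In root 3 of the list were measured and 0 were called.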

The involvement of iodine in the defence response, highlighted by the previous analyses performed on root samples, was also suggested by querying all publicly available microarray datasets (see footnote) using the list of iodine-responsive genes of both shoot (Supplementary Figure S4) and root (Supplementary Figure S5) tissues. The majority of the up- or down-regulated genes were commonly modulated by the presence of fungal infection, salicylic acid (SA) or synthetic analogues of SA, such as benzothiadiazole (Kouzai et al., 2018).

### Protein Iodination in Plants

Iodine can be found in plant tissues not only in a mineral form but also in organic compounds (Wang et al., 2014; Smoleń et al., 2020). To verify the possible *in vivo* incorporation of iodine into proteins, we carried out two different experiments by feeding hydroponically grown plants with ^125^I and carrying out the autoradiography of the SDS-PAGE of the relative protein extracts to detect possible radio-labelled proteins. The experiments were performed first with Arabidopsis plants, and then with other species, namely maize, tomato, wheat and lettuce.

The experiment carried out with Arabidopsis plants revealed the presence of at least six radio-labelled bands at different molecular mass values in the protein extracts from shoot tissues (Figure 5A; exp. 1-radioactive) and eleven radio-labelled bands from root tissues (Figure 5B; exp. 1-radioactive), indicating the presence of proteins likely containing iodo-amino acids. Iodinated proteins were preferentially present in root tissues, as the abundance and intensity of ^125^I-labelled bands were higher in the root than in the shoot extracts. No radioactive signals were observed in the shoot and root control samples (samples added with ^125^I solution during protein extraction).

**FIGURE 5:**
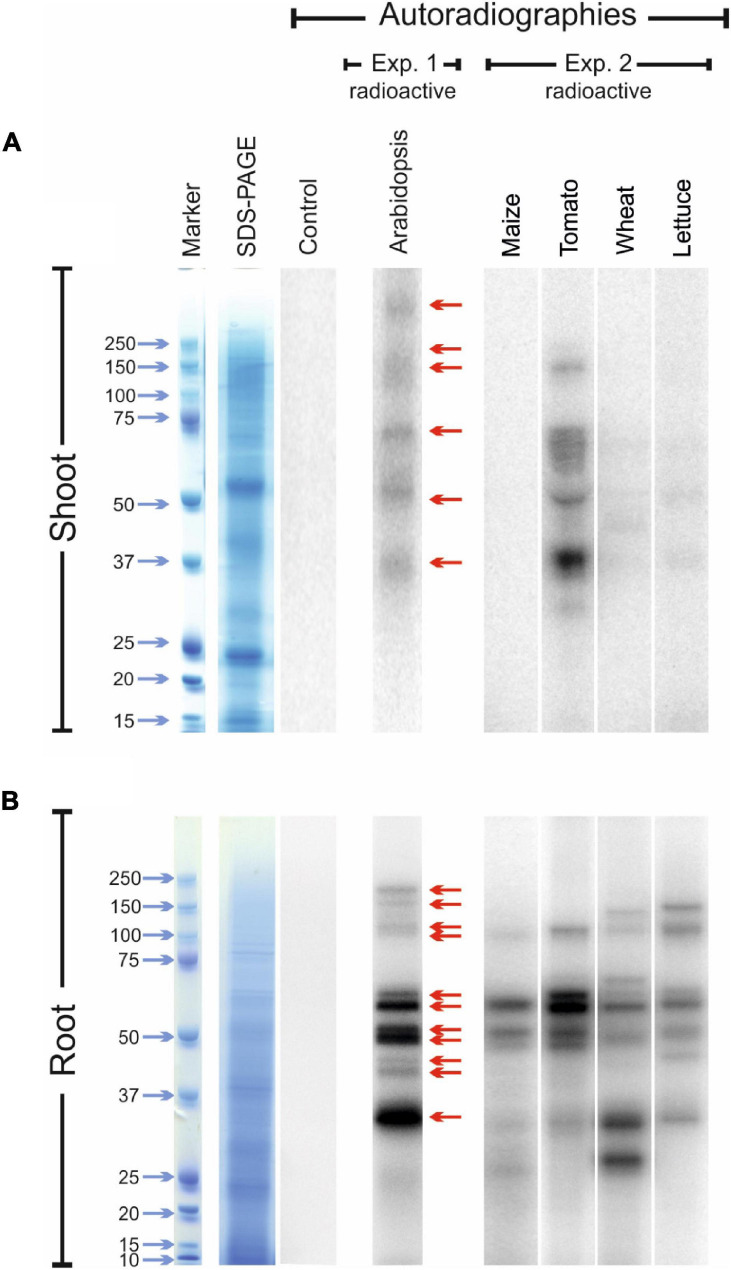
Autoradiographies of the SDS-PAGE gels. Comparison between the position and relative intensities of ^125^I radiolabelled bands of representative shoot **(A)** and root **(B)** protein extracts from ^125^I treated Arabidopsis (exp. 1-radioactive), and maize, tomato, wheat and lettuce plants (exp. 2-radioactive). Sampling was performed after 48 h of ^125^I incubation. In both the experiments, autoradiographies were acquired after 72 h of gel exposition to the multipurpose phosphor storage screen. Representative pictures of total stained protein extracts (SDS-PAGE) and of the autoradiographies of control samples after 15 days of exposition are also shown. Controls consisted in protein extracts obtained from plants untreated with ^125^I during their growth, to which the radioactive solution containing ^125^I was added during the extraction process.

Several ^125^I -labelled bands were also observed in the leaf extracts of tomato, wheat and lettuce samples, whereas no ^125^I-containing bands were visible in the leaf protein extracts of maize (Figure 5A; exp. 2-radioactive). A clear radioactive signal was detected in several root proteins extracted from all the species analysed, including maize (Figure 5B; exp. 2-radioactive). Also in this case, the intensity of the radiolabelled bands was higher in root than in shoot extracts. A good degree of conservation of the molecular mass values of the putatively iodinated proteins was observed among the five plant species analysed (Figure 5).

### Identification of Iodinated Proteins in *Arabidopsis thaliana*

The identification of the radiolabelled proteins described above was hampered by the presence of a radioactive isotope, which meant that our samples did not meet the safety rules for proteomic facilities. To maximise the probability of success in identifying targets of protein iodination, we then focused on the nano-LC-ESI-MS/MS raw data already acquired within the framework of experimental studies on different organs/subcellular districts of *Arabidopsis thaliana*, and released in the public repository PRoteomics IDEntification Database (PRIDE) Archive (Perez-Riverol et al., 2019).

The datasets considered for our analysis refer to many different experimental conditions in terms of plant growth, treatment, and cultivation regimen, as well as sample processing and fractionation performed before proteomic analysis. No experiments were explicitly related to iodination studies; the presence of iodine occurred accidentally, as a consequence of its natural presence in the cultivation environment (i.e., soil, air, irrigation water), or because it was conventionally present in the MS growing medium (Murashige and Skoog, 1962), which is widely used in studies based on *in vitro* plant tissue culture.

In proteins, iodination affects various amino acids, depending on the reaction conditions (Ramachandran, 1956), but generally following the reactivity order Tyr >> His ≥ Trp > Cys.

Mono-iodination at Tyr and His residues were thus considered in the searching parameters as variable modifications. The output of the database search, in terms of proteins iodinated at Tyr or His residues has been reported in Supplementary Table S10.

The iodinated peptides were identified in 16 out of the 21 datasets analysed. A total of 106 iodinated peptides, corresponding, respectively, to 42 and 40 protein accessions in the TAIR10 database of *A. thaliana* leaves (chloroplast, cauline, and rosette) (Table 1) and roots (Table 2), were identified. Iodinated sequences differently modified for deamidation, and/or protein N-terminal acetylation, and/or Met oxidation are reported as a unique iodinated peptide inventory.

**TABLE 1:** Iodinated peptides identified in *A. thaliana* leaves (chloroplast, cauline, and rosette) by database searching of mass spectrometric data retrieved from PRIDE repository.

Protein accession	Description	Iodinated sequence	Iodinated site	DATASET
ATCG00120.1	ATP synthase subunit alpha	EAYPGDVFYLHSR	[Y3]	ChlorBN
		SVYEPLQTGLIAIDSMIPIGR	[Y3]	ChlorBN
ATCG00480.1	ATP synthase subunit beta	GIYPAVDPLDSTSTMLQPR	[Y3]	ChlorBN
		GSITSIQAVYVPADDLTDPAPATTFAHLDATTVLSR	[Y10]	ChlorBN
		IVGEEHYETAQQVK	[Y7]	ChlorBN, Chlo3516
		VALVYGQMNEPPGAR	[Y5]	ChlorBN
		VGLTALTMAEYFR	[Y11]	ChlorBN
AT4G04640.1	ATPase, F1 complex, gamma subunit protein	GLGLEYTVISVGK	[Y6]	ChlorBN
AT1G29910.1	Chlorophyll A/B binding protein 3	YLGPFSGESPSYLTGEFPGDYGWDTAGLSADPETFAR	[Y1]*	ChlorBN
AT1G20340.1	Cupredoxin superfamily protein	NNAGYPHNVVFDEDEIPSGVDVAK	[H7]*	CAU, Ros
AT5G66190.1	Ferredoxin-NADP(+)-oxidoreductase 1	LVYTNDGGEIVK	[Y3]	ChlorBN
AT4G38970.1	Fructose-bisphosphate aldolase 2	ATPEQVAAYTLK	[Y9]	ChlorBN
AT5G42270.1	FtsH extracellular protease family	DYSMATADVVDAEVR	[Y2]	ChlorBN
AT3G09260.1	Glycosyl hydrolase superfamily protein	CSSYVNAK	[Y4]	ChlorBN
		GPALWDIYCR	[Y8]	ChlorBN
		FGLYYVDFK	[Y4]*	ChlorBN
AT4G10340.1	Light harvesting complex of photosystem II 5	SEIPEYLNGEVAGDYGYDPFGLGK	[Y15]*	ChlorBN
		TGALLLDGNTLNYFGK	[Y13]	ChlorBN
AT5G54270.1	Light-harvesting chlorophyll B-binding protein 3	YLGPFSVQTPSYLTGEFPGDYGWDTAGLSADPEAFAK	[Y21]*	ChlorBN
AT2G34430.1	Light-harvesting chlorophyll-protein complex II subunit B1	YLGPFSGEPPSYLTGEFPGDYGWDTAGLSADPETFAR	[Y12]*	ChlorBN, PXD010730, LFD
AT2G24940.1	Membrane-associated progesterone binding protein 2	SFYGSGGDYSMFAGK	[Y3]	Ros
AT4G22890.5	PGR5-LIKE A	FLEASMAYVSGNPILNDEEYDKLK	[Y20]	ChlorBN
ATCG00540.1	Photosynthetic electron transfer A	GGYEITIVDASNGR	[Y3]	ChlorBN
AT4G03280.1	Photosynthetic electron transfer C	GDPTYLVVENDK	[Y5]	ChlorBN
AT4G28750.1	Photosystem I reaction centre subunit IV/PsaE protein	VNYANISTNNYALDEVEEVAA	[Y3]	ChlorBN
AT2G20260.1	Photosystem I subunit E-2	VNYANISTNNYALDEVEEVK	[Y3]	ChlorBN
AT1G31330.1	Photosystem I subunit F	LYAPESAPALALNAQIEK	[Y2]	ChlorBN, Ros
AT1G52230.1	Photosystem I subunit H2	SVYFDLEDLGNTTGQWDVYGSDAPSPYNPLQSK	[Y19]	ChlorBN
ATCG00340.1	Photosystem I, PsaA/PsaB protein	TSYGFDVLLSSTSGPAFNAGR	[Y3]	ChlorBN
AT1G03600.1	Photosystem II family protein	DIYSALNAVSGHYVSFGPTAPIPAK	[Y3]	ChlorBN
AT1G06680.1	Photosystem II subunit P-1	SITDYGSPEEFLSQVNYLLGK	[Y5]*	ChlorBN, PXD010730
AT1G79040.1	Photosystem II subunit R	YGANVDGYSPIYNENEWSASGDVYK	[Y12]*	ChlorBN
AT2G05100.1	Photosystem II light harvesting complex gene 2.1	STPQSIWYGPDRPK	[Y8]	ChlorBN
		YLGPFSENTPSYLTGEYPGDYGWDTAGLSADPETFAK	[Y12]*	ChlorBN
AT2G20890.1	Photosystem II reaction centre PSB29 protein	AYIEALNEDPK	[Y2]	ChlorBN
AT2G30790.1	Photosystem II subunit P-2	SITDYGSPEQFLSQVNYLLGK	[Y5]*	ChlorBN
AT3G50820.1	Photosystem II subunit O-2	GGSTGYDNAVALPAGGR	[Y6]	ChlorBN, Chlo3516
AT4G05180.1	Photosystem II subunit Q-2	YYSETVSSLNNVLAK	[Y2]	ChlorBN
AT4G21280.1	Photosystem II subunit QA	LFDTIDNLDYAAK	[Y10]	ChlorBN
		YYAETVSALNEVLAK	[Y2]*	ChlorBN
ATCG00020.1	Photosystem II reaction centre protein A	ETTENESANEGYR	[Y12]	ChlorBN, TMAR
		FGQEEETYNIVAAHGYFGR	[Y8]	ChlorBN
ATCG00270.1	Photosystem II reaction centre protein D	AAEDPEFETFYTK	[Y11]	ChlorBN
ATCG00280.1	Photosystem II reaction centre protein C	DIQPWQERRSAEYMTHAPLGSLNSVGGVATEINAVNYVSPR	[H16]	LFD
		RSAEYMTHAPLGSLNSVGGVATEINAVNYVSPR	[H8]	CAU, Ros
		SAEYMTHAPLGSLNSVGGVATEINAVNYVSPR	[H7]*	ChlorBN, LFP
ATCG00680.1	Photosystem II reaction centre protein B	LAFYDYIGNNPAK	[Y4]*	ChlorBN, TMAR, CAU, Ros
		YQWDQGYFQQEIYR	[Y7]*	ChlorBN
AT5G07020.1	Proline-rich family protein	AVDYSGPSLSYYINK	[Y12]	ChlorBN
AT1G74470.1	Pyridine nucleotide-disulphide oxidoreductase	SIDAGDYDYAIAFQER	[Y7]	ChlorBN
ATMG00280.1	Ribulose bisphosphate carboxylase large chain, catalytic domain	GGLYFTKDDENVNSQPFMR	[Y4]	CLLF, LFD, LFP, LFPT
AT1G67090.1	Ribulose bisphosphate carboxylase small chain 1A	EYPNAFIR	[Y2]	ChlorBN, CAU, Ros
ATCG00490.1	Ribulose-bisphosphate carboxylases	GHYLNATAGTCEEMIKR	[Y3]*	ChlorBN, Chlo10545,CAU
		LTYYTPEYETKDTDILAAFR	[Y8]*	CAU, Ros
AT1G71500.1	Rieske (2Fe-2S) domain-containing protein	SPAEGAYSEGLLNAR	[Y7]	ChlorBN
AT2G39730.1	Rubisco activase	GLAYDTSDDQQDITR	[Y4]	ChlorBN
AT1G54780.1	Thylakoid lumen 18.3 kDa protein	ADAFEYADQVLEK	[Y6]	ChlorBN
		ETYVVDDAGVLSR	[Y3]	ChlorBN

*Protein Accession and Description, sequence of iodinated peptide and iodination site have been reported. In the case of peptide sequences in which more than one iodinated residues were identified, the asterisk indicates the iodination site identified with the highest score. The datasets in which the iodinated peptides were identified have been indicated.*

**TABLE 2:** Iodinated peptides identified in *A. thaliana* roots by database searching of mass spectrometric data retrieved from PRIDE repository.

Protein accession	Description	Iodinated sequence	Iodinated site	DATASET
AT5G09810.1	Actin 7	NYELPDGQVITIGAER	[Y2]	Root
AT1G28290.1	Arabinogalactan protein 31	NGYFLLLAPK	[Y3]	RT
AT5G08680.1	ATP synthase alpha/beta family protein	VGLTGLTVAEYFR	[Y11]	Root
AT1G45130.1	Beta-galactosidase 5	YDEDIATYGNR	[Y1]	RT, RTTP, RTUZ
AT2G43610.1	Chitinase family protein	YCSPSTTYPCQPGK	[Y1]	Root
AT3G43670.1	Copper amine oxidase family protein	GTAYENVEDLGEK	[Y4]	RT, RTUZ
AT1G78850.1	D-mannose binding lectin protein	TGDSSLVAYVK	[Y9]	Root, RT, RTTP
AT5G20080.1	FAD/NAD(P)-binding oxidoreductase	IFYTVDNPTK	[Y3]	Root
AT4G20830.1	FAD-binding Berberine family protein	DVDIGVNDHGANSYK	[Y14]	RTTP
AT5G44380.1	FAD-binding Berberine family protein	YGLAGDNVLDVK	[Y1]	RTUZ
AT5G50950.1	FUMARASE 2	IGYDNAAAVAK	[Y3]	Root
AT3G04120.1	Glyceraldehyde-3-phosphate dehydrogenase C sub1	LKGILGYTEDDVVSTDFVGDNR	[Y7]	RT, RTTP, RTUZ
AT4G16260.1	Glycosyl hydrolase superfamily protein	AFYTNLASR	[Y3]	Root
		LYDPNQAALNALR	[Y2]	Root
AT3G13790.1	Glycosyl hydrolases family 32 protein	HDYYTIGTYDR	[Y4]*	RT, RTUZ
AT3G19390.1	Granulin repeat cysteine protease family protein	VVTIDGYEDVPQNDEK	[Y7]	Root
AT3G12580.1	Heat shock protein 70	NALENYAYNMR	[Y6]	Root
		TTPSYVAFTDSER	[Y5]	Root
AT5G42020.1	Heat shock protein 70 (Hsp 70) family protein	NALETYVYNMK	[Y8]*	Root
AT3G16430.1	Jacalin-related lectin 31	VYVGQAQDGISAVK	[Y2]	Root
AT2G22170.1	Lipase/lipooxygenase, PLAT/LH2 family protein	VYDKYGDYIGIR	[Y8]*	Root
AT3G16460.1	Mannose-binding lectin superfamily protein	IYASYGGEGIQYVK	[Y5]*	Root
AT3G48890.1	Membrane-associated progesterone binding protein 3	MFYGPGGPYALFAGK	[Y3]	Root
AT4G19410.1	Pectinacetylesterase family protein	DITGGSYIQSYYSK	[Y7]	RT
AT4G30170.1	Peroxidase family protein	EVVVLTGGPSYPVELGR	[Y11]	Root, RT, RTUZ
		IYNFSPTTR	[Y2]	Root
		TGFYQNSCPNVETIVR	[Y4]	Root, RT
AT1G05240.1	Peroxidase superfamily protein	GDSDPSMNPSYVR	[Y11]	RT, RTTP, RTUZ
AT2G37130.1	Peroxidase superfamily protein	PTPDPNAVLYSR	[Y10]	RT, RTUZ
		QQVETLYYK	[Y8]	RT, RTTP, RTUZ
AT3G01190.1	Peroxidase superfamily protein	TFDLSYFTLVAK	[Y6]	RT, RTUZ
AT5G17820.1	Peroxidase superfamily protein	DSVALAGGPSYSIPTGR	[Y11]	Root, RT
		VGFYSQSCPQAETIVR	[Y4]	RT
AT1G79550.1	Phosphoglycerate kinase	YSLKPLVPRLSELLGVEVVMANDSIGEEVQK	[Y1]	RT
AT4G20260.4	Plasma-membrane associated cation-binding protein 1	VVETYEATSAEVK	[Y5]	Root
AT2G47540.1	Pollen Ole e 1 allergen and extensin family protein	GISGAILQNYR	[Y10]	Root
AT5G05500.1	Pollen Ole e 1 allergen and extensin family protein	TDSYGHFYGELK	[Y4]	RT, RTTP, RTUZ
AT4G14060.1	Polyketide cyclase/dehydrase and lipid transport superfamily protein	VYDTILQFIQK	[Y2]	Root
		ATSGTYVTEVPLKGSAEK	[Y6]	Root
AT4G23680.1	Polyketide cyclase/dehydrase and lipid transport superfamily protein	VYDVVYQFIPK	[Y2]	Root
AT2G19760.1	Profilin 1	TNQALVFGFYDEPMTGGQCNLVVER	[Y10]	RTTOF
AT4G02270.1	Root hair specific 13	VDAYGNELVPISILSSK	[Y4]	Root, RTTP, RTUZ
AT4G26220.1	S-adenosyl-L-methionine-dependent methyltransferases	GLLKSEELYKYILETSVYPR	[Y9]	RTTP
AT1G58270.1	TRAF-like family protein	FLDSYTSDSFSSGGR	[Y5]	Root
AT1G45201.1	Triacylglycerol lipase-like 1	FVYNNDVVPR	[Y3]	Root
AT3G55440.1	Triosephosphate isomerase	IIYGGSVNGGNCK	[Y3]	Root
AT4G30270.1	Xyloglucan endotransglucosylase/hydrolase 24	NYESLGVLFPK	[Y2]	RT
		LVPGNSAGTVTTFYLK	[Y14]	RTTP

*Protein Accession and Description, sequence of iodinated peptide and iodination site have been reported. In the case of peptide sequences in which more than one iodinated residues were identified, the asterisk indicates the iodination site identified with the highest score. The datasets in which the iodinated peptides were identified have been indicated.*

Most of the modified peptides were found to be iodinated at Tyr residues, while His iodination was identified in only five peptides. Representative MS/MS spectra of Tyr-iodinated peptides are reported in Figure 6A.

**FIGURE 6:**
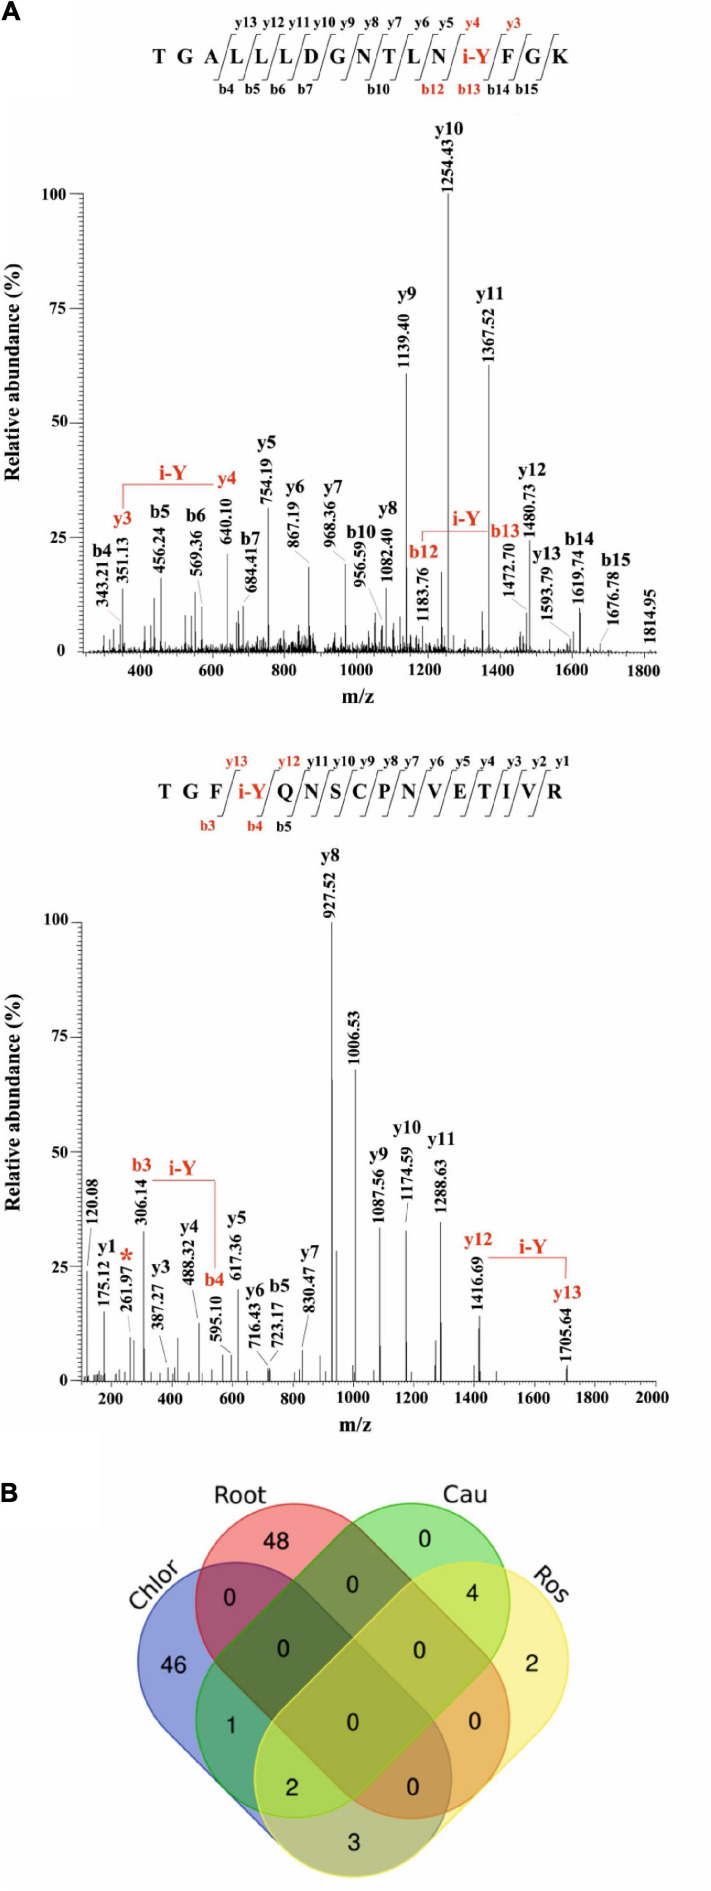
Iodination in *A. thaliana* proteins identified by database searching of nano-LC-ESI-MS/MS raw data from a public repository (PRIDE). **(A)** Unambiguous assignment of iodination sites by MS/MS analysis in two peptides from chloroplast (light harvesting complex of photosystem II 5, AT4G10340.1), upper panel, and roots (peroxidase superfamily protein, AT4G30170.1), lower panel. The peptides are identified by both y, and b ions. Red labels in the spectra evidence the mass shift corresponding to the iodinated tyrosine (i-Y). **(B)** Venn Diagram showing the iodinated peptide sequences identified in the datasets of chloroplasts (Chlor), cauline (Cau), rosette (Ros), and roots (Root).

To evaluate the entire output of iodinated peptides identified, iodinated sequences for chloroplasts, caulines, rosettes, and roots were processed and visualised in a Venn diagram (Figure 6B). This showed the presence of the common iodinated peptides for the chloroplast cauline and rosette subsets. The root subset was clearly distinct from the other three subsets that were all from the green parts of the plant.

### Iodinated Proteins in *A. thaliana* Leaves

Iodinated peptides identified in 11 datasets of cauline, rosette, and leaf-isolated chloroplasts were assigned to 42 proteins (Supplementary Table S10). Most of the modified species were in the dataset of chloroplastic proteins (Figure 6B). STRING interaction analysis of the modified proteins revealed a single network of 40 iodinated proteins (PPI enrichment *p*< 1.0e^–16^) (Supplementary Figure S6A and Supplementary Table S11). A total of 31 of the 40 proteins in this network were involved in *photosynthesis* (GO:0015979) (Supplementary Table S12), as also attested by their functional analysis, according to MapMan categories (Supplementary Figure S6B and Supplementary Table S13). Moreover, the main molecular functions in which iodinated proteins are involved were related to *chlorophyll binding* (GO:0016168), *protein domain specific binding* (GO:0019904), *tetrapyrrole binding* (GO:0046906), and *electron transfer activity* (GO:0009055) (Supplementary Table S12). In particular, ten proteins were identified in two or more datasets, thus resulting in the most representative targets of the iodination reaction. Some of these proteins were constituents of the photosystem II (PSII), i.e., proteins of the reaction centre (PsbA, PsbB), oxygen evolving centre (PsbO, PsbP) and light harvesting complex II (LHCB1B1), or part of the photosystem I (PSI) (PsaF, PETE2). Three proteins showed ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCo) activity and were involved in the Calvin Cycle (RBCL, ORF110A, RBCS1A). These proteins were largely abundant in leaf tissues, especially the PSII component PsbB and RuBisCo large and small chains (RBCL, RBCS1A), according to the data reported in PAXdb.

### Iodinated Proteins in *A. thaliana* Roots

Iodinated peptides identified in 5 datasets of roots were assigned to 40 proteins (Supplementary Table S10). The STRING interaction analysis recognised three networks containing 24 of the 40 iodinated proteins (Supplementary Figure S7A and Supplementary Table S11). The GO analysis for these proteins showed a significant over-representation of biological processes related to the *response to stress* (GO:0006950), *response to oxidative stress* (GO:0006979), *response to toxic substances* (GO:0009636), and *response to stimulus* (GO:0050896). For the molecular functions, the most enriched categories were *copper ion binding* (GO:0005507) and *peroxidase activity* (GO:0004601) (Supplementary Table S14).

The functional analysis of the iodinated proteins in roots, according to MapMan categories, highlighted a broad range of biological roles (Supplementary Figure S7B and Supplementary Table S13). In particular, among the iodinated proteins identified, 12 were found in two or more datasets. Five proteins belonged to the classical plant (class III) peroxidase subfamily (At4g30170, At1g05240, At2g37130, At3g01190, At5g17820). The alignment of the protein sequences of the peroxidases mentioned above showed that iodinated residues in all peptides preferentially corresponded to conserved Tyr residues, while only two iodinated tyrosines were unrelated (Supplementary Figure S8).

The other iodinated proteins included: (i) copper amine oxidase (CUAOy2), a cell-wall oxidase showing primary amine oxidase activity; (ii) beta-galactosidase 5 (BGAL5), a glycoside hydrolase involved in the modification of cell wall polysaccharides; (iii) glycosyl hydrolases family 32 protein (ATBFRUCT1), acting as a cell wall invertase; (iv) Pole Ole1 allergen/extension domain (IPR006041)-containing proline-rich protein-like 1 (PRPL1-MOP10) and root hair specific 13 protein (RHS13), which are cell-wall components; (v) D-mannose binding lectin protein (MBL1); and (vi) glyceraldehyde-3-phosphate dehydrogenase C sub 1 (GAPC1), a key enzyme in glycolysis. According to PAXdb, some of the above-reported proteins are abundant in the roots.

## Discussion

### Iodine Influences Plant Growth and Development and Can Modulate the Plant Transcriptome

Establishing whether iodine is important for a plant’s life is complex, as it is always present in variable amounts in the soil, water, and atmosphere. Plants can take up iodine from the soil solution through the root system, but they also assimilate it from the air or absorb it through the leaves if dissolved in salt solutions or in rain. All these processes occur naturally (Fuge and Johnson, 1986; Ashworth, 2009), thus a plant cannot be grown in the complete absence of iodine.

To identify whether iodine can act as a micro-nutrient we supplied it to plants at very low concentrations (in the micromolar range). These concentrations are typical of many mineral elements that are beneficial or essential when taken up in low doses, and phytotoxic when in excess (Welch and Shuman, 1995). We observed a difference in plant growth between the control and iodine-treated plants. Where these could be perceived as positive effects of addition of a beneficial compound, these can also be interpreted as a negative effect of removal of iodine from the plant’s nutrition. An increase in biomass and seed production, together with a very evident hastening of flowering, was observed by feeding plants with KIO_3_ (Figure 1 and Supplementary Table S1) or KI (Figure 2) at 0.2 and/or 10 μM. On addition of iodine, flowering was always early and appeared to be specific for iodine, since it was present in the KIO_3_, KI and NaI treatments but completely absent in KBr (Figures 1, 2). However, the positive effects of iodine on growth were lost at 30 μM. This suggests that a concentration of 30 μM applied as I^–^ may be above the toxicity threshold.

In the range of 1–10 μM iodine increases biomass in vegetables, e.g., spinach (Zhu et al., 2003), lettuce (Blasco et al., 2013), tomato (Lehr et al., 1958; Borst Pauwels, 1961), and strawberry (Li et al., 2016), or staple crops, e.g., barley (Borst Pauwels, 1961) and wheat (Cakmak et al., 2017). In tomato, Lehr et al. (1958) demonstrated that treatments with iodine accelerated plant growth, causing early flowering associated with an increase in yield. Similarly, Umaly and Poel (1970) found that the addition of 4 μM KI to the nutrient solution stimulated tomato plants to produce flowers 2–3 days earlier than the control, whereas the use of iodine at a higher concentration (80 μM KI) delayed flower formation and reduced the number of inflorescences. It must be noted that in most biofortification studies with iodine, its native occurrence in nutrient solution or soil of the control plants is not always reported; where iodine concentrations in leaf or root tissue in control plants are reported, these always indicate that iodine was available for uptake and accumulation, regardless of the exogenous administrations (e.g., Borst Pauwels, 1961; Cakmak et al., 2017).

Flowering is a complex physiological process affected by a multitude of internal and external factors, and its hastening may represent an evolutionary adaptive mechanism to guarantee species survival, by optimising the seed set in the case of biotic or abiotic stresses (Ionescu et al., 2017). In Arabidopsis, heat and drought stress are correlated with early flowering, which in turn is generally associated with a reduction in plant growth (Balasubramanian et al., 2006; Schmalenbach et al., 2014). In our study, 10 μM iodate or iodide promoted flowering without negatively impacting on biomass production (Figures 1, 2), which was increased by KIO_3_, thus suggesting the specific flowering-promoting role of iodine in the process.

Our transcriptomic analysis of plants treated with 10 μM KI, NaI, or KBr for 48 h showed that several genes were specifically regulated by iodine, as the large part of DEGs similarly responded to KI and NaI, but not to KBr (Figure 3). This was more evident in root than in shoot tissues, probably because iodine was added to the nutrient solution and was used first by roots before the green parts. 

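Both iodide arrays of a tissue were also compared with its control and KBr arrays together. By that comparison 235 root probe sets were at least 4-fold higher and 75 at least 4-fold lower on both iodide arrays, and in shoot 5 were higher and 4 lower. The other pairings of the same 4 arrays gave 0 probe sets in root and at most 2 in shoot. Of the iodide-specific probe sets, 4 were higher in both tissues and 0 were lower in both. Those naming a gene were At5g52390, at 67.9, 25.8, 1135 and 966 in control, KBr, NaI and KI in root, and At4g01390, a TRAF-like protein, at 75.1, 102, 436 and 465 in shoot. The transcript of At2g36885, called lower in shoot, had root signals of 249 in control, 257 in KBr, 275 in NaI and 224 in KI. With 1 array per treatment the difference between the tissues was not tested. By the paper's methods, shoot and root RNA were also extracted by different procedures, which cannot be told apart from tissue here. Counting only probe sets with a signal of at least 100 on all 4 arrays, 125 root and 4 shoot probe sets stood apart.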

Interestingly, transcripts specifically regulated by iodine in the roots were mostly involved in the plant response to biotic and/or abiotic stresses (Figure 4 and Supplementary Tables S6–S8) and the selective regulation of iodine on these groups of genes was also observed in the shoots (Supplementary Tables S4, S5 and Supplementary Figure S4).

Although no previous data are available on the response of Arabidopsis to iodine at the transcriptomic level, the induction of *HALIDE ION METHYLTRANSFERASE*, *SALICYLIC ACID CARBOXYL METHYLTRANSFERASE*, and *SALICYLIC ACID 3-HYDROXYLASE* genes by aromatic iodine compounds, indicating a possible involvement of iodine in the SA metabolism, has already been described in tomato plants (Halka et al., 2019). SA is a signalling molecule involved in local defence reactions at infection sites and the induction of systemic resistance (Vlot et al., 2009).

Iodine likely has an indirect effect on plant resistance given that iodine treatments induce the biosynthesis of several enzymatic or non-enzymatic compounds involved in the plant response to environmental stresses (Leyva et al., 2011; Blasco et al., 2013; Gupta et al., 2015). The antioxidant response induced by increasing KI and KIO_3_ levels was found to be strongly associated with the synthesis of phenolic compounds (Incrocci et al., 2019; Kiferle et al., 2019), in agreement with our transcriptomic data (Figure 4 and Supplementary Table S8). 

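Of 26 genes of phenylpropanoid, lignin and flavonoid synthesis, 3 had a probe set naming them alone and 2 were measured in root. CCR2, a cinnamoyl-CoA reductase linked to lignin synthesis, was iodide-specific and higher, with signals of 168 in control, 206 in KBr, 1048 in NaI and 1155 in KI, and HCT, of lignin synthesis, was not called, at 4705, 4581, 5578 and 6341. In shoot the flavonoid gene DFR was at 674, 548, 927 and 1009 and HCT at 1859, 1716, 1352 and 1414, neither called. Table S8 lists 3 genes under phenol-containing compound metabolic process, of which 1 was found here, with log2 fold changes of 2.73 in NaI, 2.68 in KI and 0.53 in KBr.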

Iodine treatments have also been associated with the modulation of the essential oil composition in basil plants (Kiferle et al., 2019), which plays a key role in defensive and attraction mechanisms in response to the environment (Cseke et al., 2007; Bakkali et al., 2008).

In our study, the relationship between iodine and plant resistance to stress was also suggested by the activation of GO terms associated with hypoxia (Figure 4 and Supplementary Table S8) and the over-representation of data points related to calcium (Ca) regulation (Supplementary Figure S3A). 

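Table S8 lists 14 genes under cellular response to hypoxia, and 11 had a probe set of their own. All 11 were at least 4-fold higher in root under both NaI and KI by fold alone, with medians of 3.24 and 3.65 on the log2 scale. The KBr median was 0.74, and 5 of these hypoxia genes were at least 2-fold and 3 at least 4-fold apart from control in KBr. The study selected the genes of this term on these arrays.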

Ca plays a central role in the plant perception of stress by activating a general defence mechanism, which relies on a Ca spiking mechanism and thus on the battery of Ca-dependent proteins that sense Ca and transduce the signal to downstream targets (Dodd et al., 2010; Pucciariello et al., 2012). 

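Core hypoxia genes, a set induced by low oxygen across tissues, were measured in root for 11 of the 29 members listed here. PDC1 and ADH1 were not analysed since no probe set names them alone. At5g10040 was iodide-specific and higher, at 619 in control, 1351 in KBr, 3757 in NaI and 4002 in KI. At4g10270 was at 1308, 2370.4, 3753 and 3869.9, HRA1, a regulator of the low oxygen response, at 487, 921, 1094 and 1205, and PDC2, a pyruvate decarboxylase, at 1764, 2278, 2093 and 3043. At3g10020 was lower, at 1006, 937, 325 and 347. The median log2 fold change of the core hypoxia genes was 1.17 in NaI, 1.31 in KI and 0.86 in KBr, and both the iodide and the KBr medians lay at percentile 100 of random lists matched on signal. In shoot, 6 members were measured and 0 were called. The call of At5g10040 ends when KBr is the baseline or must stay under 2-fold. At a log2 fold change of 1 the called members number 5, 4 higher and 1 lower, with At5g10040 no longer among them.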

Our microarray results did not provide evidence that iodine regulated the expression of anaerobic core genes, such as *PYRUVATE DECARBOXYLASE 1* or *ALCOHOL DEHYDROGENASE* (Mustroph et al., 2010). This suggests that the regulation of hypoxic genes by iodine was not associated with limiting O_2_ levels but with an unspecific plant response to an environmental/biotic stress, as it is also highlighted by the activation of enzyme families associated with antioxidant response and xenobiotic detoxification, such as peroxidases, cytochrome P450 or glutathione S-transferases (Supplementary Figure S3B; Mittler et al., 2004; Jouili et al., 2011; Pandian et al., 2020).

At very low doses, iodine thus activates a general defence response which takes place before any biotic or abiotic danger and thus may prepare the plant for a possible future attack or environmentally unfavourable conditions.

The impact of iodine on the transcriptome related to defence was impressive. For evaluation of iodine as a plant nutrient the possible influence on growth and development is also important, and this appeared to be sustained by more scattered elements, requiring further studies. For instance, we found iodine-driven modulation in the shoots of the expression of specific genes that are known to regulate flowering (Xing et al., 2013; Trapalis et al., 2017). This is line with our phenotypical data that indicate that iodine promotes early blooming (Figures 1B, 2A).

### Iodine Is Incorporated Into Plant Proteins

Using radiolabelled iodine, we observed iodine incorporation into leaf and root proteins in various plant species, with a good level of conservation of the molecular mass values (Figure 5), suggesting that iodination plays a functional role in specific proteins. The absence of radioactive bands in maize leaf extracts may be due to a specific characteristic of the species: maize was the only C4 plant analysed in our study.

Under alkaline conditions, iodine is known to react *in vitro* with free amino acids, such as Tyr and His, possibly leading to the formation of several I-labelled proteins (Scott, 1954). In our experiments, however, no radioactive signals were present when ^125^I was added to shoot and root control samples after protein extraction, indicating that protein iodination occurred *in vivo*.

To the best of our knowledge, the presence of naturally occurring iodinated proteins in higher plants has never been described before, although it is well known in seaweed. For instance, the fraction of iodine bound to proteins in *Sargassum kjellanianum* accounts for 65.5% of the total element content of this organism (Hou et al., 2000). In addition, 1D and 2D gel-based electrophoresis combined with laser ablation ICP-MS highlighted several iodinated proteins in Nori seaweed, although no further analyses were conducted to identify them (Romarís-Hortas et al., 2014).

In this study, we identified several iodinated peptides from several high-quality proteomic datasets on plants grown without intentional enrichment of the growing media with iodine, but accumulating the iodine naturally present in soil and water or in MS media. Interestingly, these iodinated peptides belong to proteins, which appeared to be involved in well-defined biological contexts within the plant (Tables 1, 2 and Supplementary Table S10).

In roots, some of the iodinated protein networks that have been identified belong to various class III peroxidases (EC 1.11.17). These are a large molecular family of isozymes present in higher plants, which catalyse redox processes between H_2_O_2_ and reductants and are involved in growth, cell wall differentiation and the response to various biotic/abiotic stresses (Moerschbacher, 1992; Hiraga et al., 2001). They are abundant in root tissues, in which high concentrations of H_2_O_2_ occur during root development (Dunand et al., 2007). In the presence of low concentrations of iodide, various peroxidases catalytically degrade H_2_O_2_ at neutral pH values, generating hypoiodous acid (HIO) (Davies et al., 2008; Vlasova, 2018), a strong iodinating agent that can modify proteins in the environment surrounding the site of its generation, also inducing modification at Tyr. Our findings thus suggest that the class III peroxidases involved in the neutralisation of H_2_O_2_ present in root tissues, in the presence of iodide and resulting HIO, become themselves the targets of iodination, which in our study occurred at different Tyr residues in their structure. In fact we also found that Tyr iodination occurred in other proteins that directly/indirectly interact with or are functionally linked to class III peroxidases, and/or are present at high levels in root tissues (Supplementary Figure S7A and Supplementary Table S11).

Regarding leaves, we identified a number of iodinated peptides from proteins in proteomic datasets from Arabidopsis chloroplast, cauline and rosette extracts (Figure 6B). Most of these proteins are well-known constitutive subunits of molecular complexes (PSII, PSI, Cytb6f and ATPase) present in the plant photosynthetic machinery (Dekker and Boekema, 2005; Nevo et al., 2012). In *in vitro* labelling experiments (Machold and Aurich, 1981) demonstrated that some of them can be iodinated.

The above-mentioned macromolecular assemblies are involved in the generation and transfer of reactive electrons, from their early formation up to the coupling reactions, where their chemical potential allows the generation of plant ATP, NADP and carbohydrates (Foyer, 2018). In this context, high light intensity is one of the major stress factors in green plant tissues, which leads to the production of highly reactive oxygen species (ROS) (^1^O_2_, O_2_^⋅–^, H_2_O_2_), and hydroxyl radicals (Schmitt et al., 2014; Foyer, 2018). These reactions also occur during normal photosynthetic conditions and, whenever not controlled by dedicated endogenous antioxidants, can impact on photosynthetic efficiency.

The principal target of light stress is the chloroplast, which is the preferential site of iodine accumulation in the leaf (Weng et al., 2013), and PSI and PSII are the main sites of O_2_^⋅–^ and ^1^O_2_ production, respectively. High light illumination and the corresponding generation of ROS cause photoinhibition of PSII as well as the modification of other photosynthetic complexes, and induce an accelerated turnover of components of these molecular machineries (Li et al., 2018). The latter phenomenon is generally accomplished through the rapid degradation of photo-damaged proteins and concomitant substitution of them with newly synthetised functional copies (Aro et al., 2005; Yamamoto et al., 2014). This oxidative modification is also known to affect redox-regulated enzymes involved in the Calvin cycle. Proteomic studies have already characterised the nature and the sites of various oxidative and nitrosative modifications at Tyr, Trp and His residues in components of PSII, PSI, Cytb6f and ATP synthase complexes in thylakoid membranes from plants exposed to intense illumination (Galetskiy et al., 2011). These modifications were induced by ROS and/or other reactive nitrogen species, e.g., peroxinitrite, which are formed after the reaction of ROS with nitric oxide and other plant nitrogenous species (Bachi et al., 2013; Lu and Yao, 2018).

Given that such oxidised and nitrated proteins coincide with those found iodinated in our study, ROS likely also react with iodo-containing ions present in the chloroplasts to generate iodinating species that affect Tyr and His residues. We found that iodination processes also affected other proteins functionally related to subunits of PSII, PSI, Cytb6f and ATP synthase complexes, such as those involved in the Calvin Cycle, which are present at high concentrations in the same subcellular district, and have already been reported to directly/indirectly interact with the above-mentioned photosynthetic assemblies (Supplementary Figure S6A and Supplementary Table S11).

The addition of ^1^O_2_ to I^–^ forms peroxyiodide, which decomposes into highly reactive iodine and iodo-containing radicals during dye-mediated photodynamic bacterial inactivation in the presence of potassium iodide (Wen et al., 2017). This process is fundamental for antimicrobial photodynamic therapy (Hamblin and Abrahamse, 2018). Thus, in the presence of iodide, the above-mentioned photoactivated reactions or their possible process variants may have contributed to generate highly reactive iodo-containing molecules and/or radicals, thereby leading to the formation of the iodinated proteins observed in this study. The possible functional meaning of these is certainly worth studying.

## Conclusion

We demonstrated that very low amounts of iodine (between 0.20 and 10 μM, i.e., in the range of the concentrations required by plants for several micro-nutrients) improved plant growth and development thus promoting both biomass production and early flowering, and that this effect could not be achieved by another halogen most resembling iodine (Br). Secondly, we found that iodine was able to modulate gene expression in a specific way, activating multiple pathways, mostly involved in defence responses. Finally, we demonstrated that iodine can be a structural component of several different proteins, and conserved iodinated proteins are synthesised in both the roots and shoots of phylogenetically distant species.

These three lines of evidence highlight that iodine has a nutritional role in plants. This means that the influence of iodine on plants is not merely the result of an indirect priming effect by a potentially phytotoxic compound. Considering that plant nutrients are chemical elements that are components of biological molecules and/or influence essential metabolic functions, iodine matches at least the first part of this definition. Further studies on the importance of organification of iodine in proteins on their catalytic and/or regulatory function will help to complete the picture on the functional role of iodine as a plant nutrient.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE157643.

## Author Contributions

PP, CK, MM, KH, and HTH: conceived the project. CK, MM, and SB: experiments on plant phenotype and transcriptomic. PS, CK, and MM: experiments on radioactive feeding. AMS: bioinformatics analysis of mass spectrometry-based proteomics data sets. CK and AMS: data analysis and figures preparation. CK, AMS, AS, and SG: writing—original draft preparation. PP, AS, SG, PS, KH, and HTH: general discussion and revision of the article. All authors read and contributed to previous versions and approved the final version.

## Conflict of Interest

KH and HH were employees of SQM International N.V., a company active in the sector of fertilisers. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://cbl-gorilla.cs.technion.ac.il

2 http://mapman.gabipd.org/mapman

3 https://genevestigator.com

4 http://medgen.ugent.be/j̃vdesomp/genorm

5 https://www.ebi.ac.uk/pride/archive

6 www.arabidopsis.org

7 https://www.maxquant.org/maxquant/

8 http://mapman.gabipd.org/web/guest/app/Mercator

9 http://string-db.org

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 9

**Table S1:** Primers used for RT-qPCR gene expression analysis.

| **Gene (AGI)** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| At4g05320 (UBQ10) | GGCCTTGTATAATCCCTGATGAATAAG | AAAGAGATAACAGGAACGGAAACATAGT |
| At2g25810.1 (TIP4) | TGATCTTCCCAATGGCTAAGG | TGATCTCCCAATGGCTAAGG |
| At5g52390 | GGTTAAATGCTTAAACCAATGTCC | CTTCTTGACTTCCCTTCTTGTGAT |
| At3g57260 | GCTTCCTTCTTCAACCACACAGC | TGGCAAGGTATCGCCTAGCATC |
| At1g56600 | AAGAAGCAACAGACACTTCAGCAG | TGAAGAGGCGTATGCAGCAAC |
| At1g75750 | TTCTCCAACTCGTCCAGGCTGA | TACACACGCACTCCCACAATCG |
| At4g15680 | GATAGAGCAAGCATTGGCTCAG | GAACCAGAGAGCGATTGAGATG |
| At2g36885 | GGAGCAACTGGTGGTGTTATATCC | CTGTAACAGCGTGCGGACTTTC |
| At5g13320 | GTTGTCACAAATTTCGCTGGCTTG | GCGCGTTGTTGTAGAAACCAGTC |
| At1g75040 | ATCACCCACAGCACAGAGACAC | AGCAATGCCGCTTGTGATGAAC |
| At4g23680 | ACCATGTCTTCCCTGATGCTATCG | TGAACACCTCCTCCTTTCCATCCC |
| At1g34510 | CCGAACGGTTACTGCAGCATTG | GGAAGCATCACAACCTTTGACAAC |
| At4g25220 | TACGTCAGCCACAACATGATCGG | CGACAAGTTTCCTGATGTCTCCTC |
| At1g13080 | TTGATGATCACTTGAAGCCAGAGG | CCCGCGAGAAATACATCCATGAC |

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 11

**Table S3.** Effect of different KIO_3_ concentrations (0, 0.20 and 10 μM) in the nutrient solution on rosette and inflorescence FW and DW, seed production and number of produced siliques/plant. Each value is the mean (± standard error, SE) of 45 biological replicates, consisting of a single plant, with the exception of data on seed production: the cultivation system did not allow to harvest seeds from single plants, therefore the average of produced seed/tray (3 different trays; 15 plants/tray) was compared and statistic analysis was performed accordingly. Values indicated by different superscript letters significantly differ from each other (according with one-way ANOVA, LSD posthoc test, P ≤ 0.05).

|  | **Control** | **KIO_3_ 0.20 µM** | **KIO_3_ 10 µM** | **Significance** |
| --- | --- | --- | --- | --- |
| Rosette FW (g) | 1.22 ± 0.040 | 1.19 ± 0.033 | 1.27 ± 0.033 | n.s. |
| Inflorescence FW (g) | 0.25 ± 0.031 ^b^ | 0.39 ± 0.038 ^a^ | 0.39 ± 0.032 ^a^ | *P-value* ≤0.005 |
| Rosette DW (g) | 0.11 ± 0.004 | 0.11 ± 0.004 | 0.12 ± 0.004 | n.s. |
| Inflorescence DW (g) | 0.03 ± 0.003 ^b^ | 0.05 ± 0.004 ^a^ | 0.04 ± 0.004 ^a^ | *P-value* ≤0.005 |
| Seed production* (g) | 7.00 ± 1.130 | 10.50 ± 1.751 | 9.47 ± 2.062 | n.s. |
| Seed/silique (n°) | 58.59 ± 1.184 | 59.09 ± 1.329 | 59.70 ± 0.740 | n.s. |

* Seed production per hydroponic tray, consisting of 15 plants.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 12

**Table S4.** Up-regulated genes by iodine treatments in shoot tissues. Only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control, were analyzed with the DAVID Gene Functional Classification Tool (https://david.ncifcrf.gov). The AGI code, name, and GO-TERM biological processes (BP), cellular component (CC) and molecular function (MF) of each gene are reported, when known.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 13

**Table S5.** Down-regulated genes by iodine treatments in shoot tissues. Only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control, were analyzed with the DAVID Gene Functional Classification Tool (https://david.ncifcrf.gov). The AGI code, name, and GO-TERM biological processes (BP), cellular component (CC) and molecular function (MF) of each gene are reported, when known.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 14

**Table S6.** Up-regulated genes by iodine treatments in root tissues. Only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control, were analyzed with the DAVID Gene Functional Classification Tool (https://david.ncifcrf.gov). The AGI code, name, and GO-TERM biological processes (BP), cellular component (CC) and molecular function (MF) of each gene are reported, when known.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 15

**Table S7.** Down-regulated genes by iodine treatments in root tissues. Only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control, were analyzed with the DAVID Gene Functional Classification Tool (https://david.ncifcrf.gov). The AGI code, name, and GO-TERM biological processes (BP), cellular component (CC) and molecular function (MF) of each gene are reported, when known.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 16

**Table S8.** List of the main biological processes affected by iodine based on the GO terms enrichment analysis in root tissues (only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control were analyzed). Data were extracted from Gorilla (http://cbl-gorilla.cs.technion.ac.il). In this analysis, DEGs with log2FC≥2.5 or log2FC≤-2.5 were used. 'P-value' is the enrichment p-value computed according to the mHG or HG model. This p-value is not corrected for multiple testing of 4037 GO terms. 'FDR q-value' is the correction of the above p-value for multiple testing using the Benjamini and Hochberg (1995) method (BH procedure). Namely, for the i^th^ term (ranked according to p-value) the FDR q-value is (p-value * number of GO terms) / i. Enrichment (N, B, n, b) is defined as follows: N - is the total number of genes; B - is the total number of genes associated with a specific GO term; n - is the number of genes in the top of the user's input list or in the target set when appropriate; b - is the number of genes in the intersection. Enrichment = (b/n) / (B/N). The genes classified in each GO term are also listed.

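For each term the table compares the share of its genes among the input genes with their share among the background genes. The paper's input was 161 genes and its background 11861 genes. On the arrays as analysed here, 256 iodide-specific root probe sets had a log2 fold change of at least 2.5 in size in both salts. Of these, 119 carry an AGI code as their only symbol in the platform table, 22 another single symbol and 115 several symbols or none.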

| **GO term** | **Description** | [**P-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsPROCESS.html#p_value_info) | [**FDR q-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsPROCESS.html#fdr_info) | [**Enrichment (N, B, n, b)**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsPROCESS.html#enrich_info) | [**Genes**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsPROCESS.html#genes_info) |
| --- | --- | --- | --- | --- | --- |
| [GO:0050896](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0050896&view=details) | response to stimulus | 1.25E-11 | 5.03E-8 | 2.77 (11861,1303,161,49) | [[-] Hide genes](javascript:toggle('elements_GO:0050896'))  AT5G22530 - hypothetical protein AT5G18470 - curculin-like (mannose-binding) lectin family protein AT4G37290 - hypothetical protein AT2G21210 - saur-like auxin-responsive protein AT4G28460 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT1G68620 - probable carboxylesterase 6 AT1G15010 - hypothetical protein AT1G57630 - toll-interleukin-resistance domain-containing protein AT4G36430 - peroxidase 49 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT1G35910 - probable trehalose-phosphate phosphatase d AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein AT1G19020 - hypothetical protein AT5G06730 - peroxidase AT1G73805 - protein sar deficient 1 AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G05340 - peroxidase 52 AT4G37710 - vq motif-containing protein AT5G19880 - peroxidase AT2G22880 - vq motif-containing protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G34510 - peroxidase 8 AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT3G21670 - nitrate transporter 1.3 AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 AT4G08780 - peroxidase 38 AT4G23680 - polyketide cyclase/dehydrase and lipid transport superfamily protein AT1G65500 - hypothetical protein AT3G45710 - major facilitator superfamily protein AT5G10760 - aspartyl protease family protein AT3G28580 - aaa-type atpase family protein AT2G38340 - dehydration-responsive element-binding protein 2e AT3G55790 - hypothetical protein AT1G43910 - p-loop containing nucleoside triphosphate hydrolases superfamily protein AT5G22270 - hypothetical protein AT2G41380 - s-adenosyl-l-methionine-dependent methyltransferase-like protein AT5G38710 - proline dehydrogenase 2 AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT4G37220 - cold acclimation protein wcor413 AT5G38900 - thioredoxin superfamily protein AT1G70880 - srpbcc domain-containing protein |
| [GO:0006950](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006950&view=details) | response to stress | 3.23E-11 | 6.53E-8 | 3.23 (11861,890,161,39) | [[-] Hide genes](javascript:toggle('elements_GO:0006950'))  AT4G08780 - peroxidase 38 AT5G22530 - hypothetical protein AT4G23680 - polyketide cyclase/dehydrase and lipid transport superfamily protein AT1G65500 - hypothetical protein AT4G28460 - hypothetical protein AT5G10760 - aspartyl protease family protein AT1G66090 - tir-nbs class of disease resistance protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT3G28580 - aaa-type atpase family protein AT4G36430 - peroxidase 49 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT1G35910 - probable trehalose-phosphate phosphatase d AT2G38340 - dehydration-responsive element-binding protein 2e AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein AT1G19020 - hypothetical protein AT5G06730 - peroxidase AT5G22270 - hypothetical protein AT1G73805 - protein sar deficient 1 AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G19880 - peroxidase AT4G37710 - vq motif-containing protein AT5G05340 - peroxidase 52 AT5G38710 - proline dehydrogenase 2 AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G34510 - peroxidase 8 AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT5G38900 - thioredoxin superfamily protein AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 AT1G70880 - srpbcc domain-containing protein |
| [GO:0071453](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0071453&view=details) | cellular response to oxygen levels | 2.15E-10 | 2.89E-7 | 9.46 (11861,109,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0071453'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0071456](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0071456&view=details) | cellular response to hypoxia | 2.15E-10 | 2.17E-7 | 9.46 (11861,109,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0071456'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0036294](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0036294&view=details) | cellular response to decreased oxygen levels | 2.15E-10 | 1.74E-7 | 9.46 (11861,109,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0036294'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0001666](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0001666&view=details) | response to hypoxia | 2.75E-10 | 1.85E-7 | 9.29 (11861,111,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0001666'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0036293](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0036293&view=details) | response to decreased oxygen levels | 3.11E-10 | 1.79E-7 | 9.21 (11861,112,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0036293'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0070482](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0070482&view=details) | response to oxygen levels | 3.51E-10 | 1.77E-7 | 9.13 (11861,113,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0070482'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0042221](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0042221&view=details) | response to chemical | 3.43E-9 | 1.54E-6 | 3.58 (11861,577,161,28) | [[-] Hide genes](javascript:toggle('elements_GO:0042221'))  AT5G22530 - hypothetical protein AT2G21210 - saur-like auxin-responsive protein AT1G65500 - hypothetical protein AT3G45710 - major facilitator superfamily protein AT1G66090 - tir-nbs class of disease resistance protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT3G28580 - aaa-type atpase family protein AT2G38340 - dehydration-responsive element-binding protein 2e AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein AT1G43910 - p-loop containing nucleoside triphosphate hydrolases superfamily protein AT1G19020 - hypothetical protein AT1G73805 - protein sar deficient 1 AT2G41380 - s-adenosyl-l-methionine-dependent methyltransferase-like protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT4G37710 - vq motif-containing protein AT5G38710 - proline dehydrogenase 2 AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT3G21670 - nitrate transporter 1.3 AT1G14550 - peroxidase 5 AT4G37220 - cold acclimation protein wcor413 AT1G14540 - peroxidase 4 |
| [GO:0070887](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0070887&view=details) | cellular response to chemical stimulus | 1.04E-8 | 4.2E-6 | 6.46 (11861,171,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0070887'))  AT1G19020 - hypothetical protein AT3G45710 - major facilitator superfamily protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G15010 - hypothetical protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT3G55790 - hypothetical protein AT3G23170 - hypothetical protein |
| [GO:0009628](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0009628&view=details) | response to abiotic stimulus | 3.07E-7 | 1.13E-4 | 3.36 (11861,504,161,23) | [[-] Hide genes](javascript:toggle('elements_GO:0009628'))  AT1G19020 - hypothetical protein AT1G73805 - protein sar deficient 1 AT5G22270 - hypothetical protein AT5G18470 - curculin-like (mannose-binding) lectin family protein AT4G37290 - hypothetical protein AT1G65500 - hypothetical protein AT4G37710 - vq motif-containing protein AT1G66090 - tir-nbs class of disease resistance protein AT1G68620 - probable carboxylesterase 6 AT1G15010 - hypothetical protein AT1G57630 - toll-interleukin-resistance domain-containing protein AT2G22880 - vq motif-containing protein AT5G38710 - proline dehydrogenase 2 AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT1G35910 - probable trehalose-phosphate phosphatase d AT2G38340 - dehydration-responsive element-binding protein 2e AT1G14550 - peroxidase 5 AT3G55790 - hypothetical protein AT1G14540 - peroxidase 4 AT3G23170 - hypothetical protein |
| [GO:0051704](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0051704&view=details) | multi-organism process | 5.26E-7 | 1.77E-4 | 4.80 (11861,230,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0051704'))  AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT1G23160 - auxin-responsive gh3 family protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT4G36430 - peroxidase 49 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein |
| [GO:0006979](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006979&view=details) | response to oxidative stress | 1.35E-6 | 4.2E-4 | 5.67 (11861,156,161,12) | [[-] Hide genes](javascript:toggle('elements_GO:0006979'))  AT4G08780 - peroxidase 38 AT1G19020 - hypothetical protein AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT3G28580 - aaa-type atpase family protein AT4G36430 - peroxidase 49 AT5G05340 - peroxidase 52 AT5G19880 - peroxidase AT1G35910 - probable trehalose-phosphate phosphatase d AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 |
| [GO:0006952](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006952&view=details) | defense response | 1.67E-6 | 4.81E-4 | 4.39 (11861,252,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0006952'))  AT4G23680 - polyketide cyclase/dehydrase and lipid transport superfamily protein AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT1G66090 - tir-nbs class of disease resistance protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT1G70880 - srpbcc domain-containing protein AT3G23170 - hypothetical protein |
| [GO:0051707](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0051707&view=details) | response to other organism | 1.91E-6 | 5.14E-4 | 4.65 (11861,222,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0051707'))  AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT4G36430 - peroxidase 49 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein |
| [GO:0043207](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0043207&view=details) | response to external biotic stimulus | 2.48E-6 | 6.26E-4 | 4.54 (11861,227,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0043207'))  AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT4G36430 - peroxidase 49 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein |
| [GO:0009607](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0009607&view=details) | response to biotic stimulus | 2.48E-6 | 5.9E-4 | 4.54 (11861,227,161,14) | [[-] Hide genes](javascript:toggle('elements_GO:0009607'))  AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT4G36430 - peroxidase 49 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein |
| [GO:0098542](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0098542&view=details) | defense response to other organism | 4.51E-6 | 1.01E-3 | 5.05 (11861,175,161,12) | [[-] Hide genes](javascript:toggle('elements_GO:0098542'))  AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT1G73805 - protein sar deficient 1 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G65600 - concanavalin a-like lectin kinase-like protein AT4G28460 - hypothetical protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT5G38900 - thioredoxin superfamily protein AT5G39580 - peroxidase 62 AT3G23170 - hypothetical protein |
| [GO:0051716](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0051716&view=details) | cellular response to stimulus | 7.74E-6 | 1.64E-3 | 3.48 (11861,360,161,17) | [[-] Hide genes](javascript:toggle('elements_GO:0051716'))  AT1G19020 - hypothetical protein AT1G73805 - protein sar deficient 1 AT3G45710 - major facilitator superfamily protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G15010 - hypothetical protein AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT2G38340 - dehydration-responsive element-binding protein 2e AT1G14550 - peroxidase 5 AT3G55790 - hypothetical protein AT1G14540 - peroxidase 4 AT3G23170 - hypothetical protein |
| [GO:0009605](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0009605&view=details) | response to external stimulus | 2.47E-5 | 4.99E-3 | 3.51 (11861,315,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0009605'))  AT1G73805 - protein sar deficient 1 AT4G28460 - hypothetical protein AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G10760 - aspartyl protease family protein AT1G15010 - hypothetical protein AT3G28580 - aaa-type atpase family protein AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT4G36430 - peroxidase 49 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT1G12200 - putative flavin monooxygenase. AT5G65600 - concanavalin a-like lectin kinase-like protein AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT3G23170 - hypothetical protein AT3G16530 - legume lectin-like protein |
| [GO:0033554](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0033554&view=details) | cellular response to stress | 2.97E-5 | 5.71E-3 | 3.45 (11861,320,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0033554'))  AT1G19020 - hypothetical protein AT1G66090 - tir-nbs class of disease resistance protein AT4G37710 - vq motif-containing protein AT1G68620 - probable carboxylesterase 6 AT1G15010 - hypothetical protein AT1G57630 - toll-interleukin-resistance domain-containing protein AT1G26380 - fad-binding and bbe domain-containing protein AT1G72910 - toll-interleukin-resistance domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G72940 - toll-interleukin-resistance domain-containing protein AT2G38340 - dehydration-responsive element-binding protein 2e AT1G14550 - peroxidase 5 AT3G55790 - hypothetical protein AT1G14540 - peroxidase 4 AT3G23170 - hypothetical protein |
| [GO:0018958](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0018958&view=details) | phenol-containing compound metabolic process | 4.76E-5 | 8.74E-3 | 36.84 (11861,6,161,3) | [[-] Hide genes](javascript:toggle('elements_GO:0018958'))  AT1G64160 - dirigent-like protein dir5 AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G63560 - hxxxd-type acyl-transferase-like protein |
| [GO:0002239](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0002239&view=details) | response to oomycetes | 5.53E-5 | 9.7E-3 | 8.84 (11861,50,161,6) | [[-] Hide genes](javascript:toggle('elements_GO:0002239'))  AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT1G73805 - protein sar deficient 1 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G65600 - concanavalin a-like lectin kinase-like protein AT3G16530 - legume lectin-like protein |
| [GO:0002229](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0002229&view=details) | defense response to oomycetes | 1.94E-4 | 3.26E-2 | 9.21 (11861,40,161,5) | [[-] Hide genes](javascript:toggle('elements_GO:0002229'))  AT2G29250 - concanavalin a-like lectin protein kinase-like protein AT1G73805 - protein sar deficient 1 AT2G29220 - putative inactive l-type lectin-domain containing receptor kinase iii.1 AT4G10500 - oxidoreductase, 2og-fe(ii) oxygenase family protein AT5G65600 - concanavalin a-like lectin kinase-like protein |
| [GO:0046189](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0046189&view=details) | phenol-containing compound biosynthetic process | 5.44E-4 | 8.79E-2 | 49.11 (11861,3,161,2) | [[-] Hide genes](javascript:toggle('elements_GO:0046189'))  AT1G64160 - dirigent-like protein dir5 AT5G63560 - hxxxd-type acyl-transferase-like protein |

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 17

**Table S9.** List of the molecular functions affected by iodine based on the GO terms enrichment analysis in root tissues (only genes regulated in NaI- and KI-treated plants, and not in KBr-treated plants, when compared with the control were analyzed). Data were extracted from Gorilla (http://cbl-gorilla.cs.technion.ac.il). In this analysis, DEGs with log2FC≥2.5 or log2FC≤-2.5 were used. 'P-value' is the enrichment p-value computed according to the mHG or HG model. This p-value is not corrected for multiple testing of 1737 GO terms. 'FDR q-value' is the correction of the above p-value for multiple testing using the Benjamini and Hochberg (1995) method (BH procedure). Namely, for the i^th^ term (ranked according to p-value) the FDR q-value is (p-value * number of GO terms) / i. Enrichment (N, B, n, b) is defined as follows: N - is the total number of genes; B - is the total number of genes associated with a specific GO term; n - is the number of genes in the top of the user's input list or in the target set when appropriate; b - is the number of genes in the intersection. Enrichment = (b/n) / (B/N). The genes classified in each GO term are also listed.

| **GO term** | **Description** | [**P-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsFUNCTION.html#p_value_info) | [**FDR q-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsFUNCTION.html#fdr_info) | [**Enrichment (N, B, n, b)**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsFUNCTION.html#enrich_info) | [**Genes**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/akje8mfg/GOResultsFUNCTION.html#genes_info) |
| --- | --- | --- | --- | --- | --- |
| [GO:0048037](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0048037&view=details) | cofactor binding | 3.52E-9 | 6.12E-6 | 5.57 (11861,238,161,18) | [[-] Hide genes](javascript:toggle('elements_GO:0048037'))  AT4G08780 - peroxidase 38 AT5G06730 - peroxidase AT5G19880 - peroxidase AT5G05340 - peroxidase 52 AT2G46750 - d-arabinono-1,4-lactone oxidase-like protein AT5G38710 - proline dehydrogenase 2 AT1G26380 - fad-binding and bbe domain-containing protein AT1G34510 - peroxidase 8 AT5G44400 - fad-binding and bbe domain-containing protein AT1G26390 - fad-binding berberine family protein AT4G36430 - peroxidase 49 AT1G26420 - fad-binding and bbe domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G12200 - putative flavin monooxygenase. AT4G12280 - copper amine oxidase family protein AT1G14550 - peroxidase 5 AT5G39580 - peroxidase 62 AT1G14540 - peroxidase 4 |
| [GO:0004601](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0004601&view=details) | peroxidase activity | 1.19E-7 | 1.03E-4 | 10.87 (11861,61,161,9) | [[-] Hide genes](javascript:toggle('elements_GO:0004601'))  AT4G08780 - peroxidase 38 AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT4G36430 - peroxidase 49 AT5G19880 - peroxidase AT5G05340 - peroxidase 52 AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 |
| [GO:0016684](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016684&view=details) | oxidoreductase activity, acting on peroxide as acceptor | 1.37E-7 | 7.94E-5 | 10.69 (11861,62,161,9) | [[-] Hide genes](javascript:toggle('elements_GO:0016684'))  AT4G08780 - peroxidase 38 AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT4G36430 - peroxidase 49 AT5G05340 - peroxidase 52 AT5G19880 - peroxidase AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 |
| [GO:0071949](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0071949&view=details) | FAD binding | 2.37E-7 | 1.03E-4 | 15.63 (11861,33,161,7) | [[-] Hide genes](javascript:toggle('elements_GO:0071949'))  AT1G26380 - fad-binding and bbe domain-containing protein AT5G44400 - fad-binding and bbe domain-containing protein AT1G26390 - fad-binding berberine family protein AT1G26420 - fad-binding and bbe domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT2G46750 - d-arabinono-1,4-lactone oxidase-like protein AT5G38710 - proline dehydrogenase 2 |
| [GO:0016209](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016209&view=details) | antioxidant activity | 3.11E-7 | 1.08E-4 | 9.75 (11861,68,161,9) | [[-] Hide genes](javascript:toggle('elements_GO:0016209'))  AT4G08780 - peroxidase 38 AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT4G36430 - peroxidase 49 AT5G19880 - peroxidase AT5G05340 - peroxidase 52 AT1G14550 - peroxidase 5 AT1G14540 - peroxidase 4 AT5G39580 - peroxidase 62 |
| [GO:0020037](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0020037&view=details) | heme binding | 4.01E-7 | 1.16E-4 | 9.47 (11861,70,161,9) | [[-] Hide genes](javascript:toggle('elements_GO:0020037'))  AT4G08780 - peroxidase 38 AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT4G36430 - peroxidase 49 AT5G19880 - peroxidase AT5G05340 - peroxidase 52 AT1G14550 - peroxidase 5 AT5G39580 - peroxidase 62 AT1G14540 - peroxidase 4 |
| [GO:0046906](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0046906&view=details) | tetrapyrrole binding | 4.54E-7 | 1.13E-4 | 9.34 (11861,71,161,9) | [[-] Hide genes](javascript:toggle('elements_GO:0046906'))  AT4G08780 - peroxidase 38 AT1G34510 - peroxidase 8 AT5G06730 - peroxidase AT4G36430 - peroxidase 49 AT5G05340 - peroxidase 52 AT5G19880 - peroxidase AT1G14550 - peroxidase 5 AT5G39580 - peroxidase 62 AT1G14540 - peroxidase 4 |
| [GO:0050660](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0050660&view=details) | flavin adenine dinucleotide binding | 1.19E-6 | 2.59E-4 | 9.99 (11861,59,161,8) | [[-] Hide genes](javascript:toggle('elements_GO:0050660'))  AT1G26380 - fad-binding and bbe domain-containing protein AT5G44400 - fad-binding and bbe domain-containing protein AT1G26390 - fad-binding berberine family protein AT1G26420 - fad-binding and bbe domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G12200 - putative flavin monooxygenase. AT2G46750 - d-arabinono-1,4-lactone oxidase-like protein AT5G38710 - proline dehydrogenase 2 |
| [GO:0050662](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0050662&view=details) | coenzyme binding | 2.97E-4 | 5.73E-2 | 4.71 (11861,125,161,8) | [[-] Hide genes](javascript:toggle('elements_GO:0050662'))  AT1G26380 - fad-binding and bbe domain-containing protein AT5G44400 - fad-binding and bbe domain-containing protein AT1G26390 - fad-binding berberine family protein AT1G26420 - fad-binding and bbe domain-containing protein AT1G26410 - fad-binding and bbe domain-containing protein AT1G12200 - putative flavin monooxygenase. AT2G46750 - d-arabinono-1,4-lactone oxidase-like protein AT5G38710 - proline dehydrogenase 2 |
| [GO:0005388](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0005388&view=details) | calcium-transporting ATPase activity | 5.44E-4 | 9.46E-2 | 49.11 (11861,3,161,2) | [[-] Hide genes](javascript:toggle('elements_GO:0005388'))  AT3G22910 - putative calcium-transporting atpase 13 AT3G63380 - putative calcium-transporting atpase 12 |
| [GO:0016491](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016491&view=details) | oxidoreductase activity | 7.52E-4 | 1.19E-1 | 2.57 (11861,430,161,15) | [[-] Hide genes](javascript:toggle('elements_GO:0016491'))  AT4G08780 - peroxidase 38 AT5G06730 - peroxidase AT5G05340 - peroxidase 52 AT5G19880 - peroxidase AT2G46750 - d-arabinono-1,4-lactone oxidase-like protein AT1G66800 - alcohol dehydrogenase-like protein AT5G38710 - proline dehydrogenase 2 AT1G34510 - peroxidase 8 AT4G36430 - peroxidase 49 AT1G12200 - putative flavin monooxygenase. AT4G12280 - copper amine oxidase family protein AT1G14550 - peroxidase 5 AT5G39580 - peroxidase 62 AT5G38900 - thioredoxin superfamily protein AT1G14540 - peroxidase 4 |

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 19

**Table S11.** Bridged and non-linked nodes of the protein-protein STRING interaction analysis of the iodinated proteins identified in the *A. thaliana* datasets retrieved from PRIDE repository. Results obtained from the analysis of leaves (chloroplast, cauline and rosette) and roots were separately reported.

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 20

**Table S12.** List of the biological processes and molecular functions affected by protein iodination in leaves (chloroplast, cauline and rosette), based on the GO terms enrichment analysis performed through String platform (https://string-db.org). The list of 42 proteins iodinated in leaves was used as input and the enrichment analysis was performed against the whole genome as statistical background. The GO term ID, GO term description, the number of proteins from the input list classified in each GO term and the number of background proteins associated with a specific GO term are reported, with the false discovery rate (FDR) value

# Supplementary material for: Evidences for a Nutritional Role of Iodine in Plants
**Source:** Front Plant Sci. 2021 Feb 17;12:616868. doi: 10.3389/fpls.2021.616868
**Supplement:** Supplementary file 22

**Table S14.** List of the biological processes and molecular functions affected by protein iodination in roots, based on the GO terms enrichment analysis performed through String platform (https://string-db.org). The list of 40 proteins iodinated in leaves was used as input and the enrichment analysis was performed against the whole genome as statistical background. The GO term ID, GO term description, the number of proteins from the input list classified in each GO term and the number of background proteins associated with a specific GO term are reported, with the false discovery rate (FDR) value

| ROOTS – Molecular functions (GO terms enrichment)  *OGC: observed gene count; **BGC: background gene count | | | | | |
| --- | --- | --- | --- | --- | --- |
| #term ID | term description | OGC * | BGC** | FDR | matching proteins in your network (labels) |
| GO:0005507 | copper ion binding | 7 | 157 | 5.13e-07 | AT5G08680,AT5G20080,GAPC1,JAL31,JAL34,PCAP1,TPI |
| GO:0004601 | peroxidase activity | 6 | 128 | 2.75e-06 | AT2G37130,AT3G01190,AT4G30170,AT5G17820,P1,PLAT2 |
| GO:0020037 | heme binding | 7 | 267 | 4.37e-06 | AT2G37130,AT3G01190,AT4G30170,AT5G17820,MAPR3,P1,PLAT2 |
| GO:0048037 | cofactor binding | 10 | 860 | 7.22e-06 | AT2G37130,AT3G01190,AT4G20830,AT4G30170,AT5G17820,AT5G44380,GAPC1,MAPR3,P1,PLAT2 |
| GO:0016491 | oxidoreductase activity | 10 | 1201 | 0.00012 | AT2G37130,AT3G01190,AT4G20830,AT4G30170,AT5G17820,AT5G20080,AT5G44380,GAPC1,P1,PLAT2 |
| GO:0043167 | ion binding | 19 | 5070 | 0.00043 | ACT7,AT2G37130,AT3G01190,AT4G20830,AT4G26220,AT4G30170,AT5G08680,AT5G17820,AT5G20080,AT5G44380,BIP2,GAPC1,HSP70,JAL31,JAL34,P1,PCAP1,PGK,TPI |
| GO:0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds | 5 | 258 | 0.00053 | AT2G43610,AT4G16260,ATBFRUCT1,BGAL5,XTH24 |
| GO:0005488 | binding | 25 | 8611 | 0.00063 | ACT7,AT1G78850,AT2G37130,AT2G43610,AT3G01190,AT4G16260,AT4G20830,AT4G26220,AT4G30170,AT5G08680,AT5G17820,AT5G20080,AT5G44380,BIP2,GAPC1,HSP70,JAL31,JAL34,MAPR3,P1,PCAP1,PGK,PLAT2,PRF1,TPI |
| GO:0003824 | catalytic activity | 22 | 7239 | 0.0013 | AT2G37130,AT2G43610,AT3G01190,AT3G19390,AT4G16260,AT4G19410,AT4G20830,AT4G26220,AT4G30170,AT5G08680,AT5G17820,AT5G20080,AT5G44380,ATBFRUCT1,BGAL5,FUM2,GAPC1,P1,PGK,PLAT2,TPI,XTH24 |
| GO:0046872 | metal ion binding | 13 | 2940 | 0.0018 | AT2G37130,AT3G01190,AT4G26220,AT4G30170,AT5G08680,AT5G17820,AT5G20080,GAPC1,JAL31,JAL34,P1,PCAP1,TPI |
| GO:0030246 | carbohydrate binding | 4 | 306 | 0.0085 | AT1G78850,AT4G16260,JAL31,JAL34 |

How the deposited data were processed for this re-analysis (not part of the article)

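Signals of 8 ATH1 arrays were used, 1 per treatment (control, KBr, NaI and KI) in shoot and in root, each from a pool of 3 plants. The authors hybridised RNA from shoots and roots and computed MAS5 signals, and the deposited values are these signals, an intensity on a linear scale with the 2% trimmed mean of each array close to 500. No further normalization was applied in the main results. The paper names Microarray Suite 5.0, whose settings are not given in the sources used here, and the paper's detection p was not used. No genome build is named for the arrays, so no coordinates are given. Precision is limited by the single array per treatment and tissue, so no SD, p-value or interval was computed.

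Log2 ratios of treated over control signal of the same tissue were computed for 22746 probe sets, leaving out 64 Affymetrix controls. The fold rule took a log2 ratio of at least 2 in size and a signal of at least 100 on the brighter array, after the paper's methods, and iodide-specific calls were those made for NaI and KI in the same direction and not for KBr. Gene names came from the platform table and a RefSeq gene table of assembly TAIR10.1, used for names only, which gave 13484 probe sets a single locus, covering 13333 loci. Descriptions of genes were taken from the paper's tables or general knowledge. The genes named were set by a rule written before the data were examined: the 10 iodide-specific probe sets with 1 gene and the largest smaller-of-both log2 fold change per tissue and direction, up to 4 called members per gene list or 2 members where none was called, the 5 largest KBr changes per tissue and direction, and 19 genes the paper names, of which 7 had a probe set of their own. That rule gave no signal criterion for the KBr genes, and the brighter of the KBr and control signals was required to reach 100. Named genes that the rule does not give (At4g36430, At5g39580, At1g68850, At2g37130, At1g30870, At4g26010, AGL24, At4g10270, HRA1, PDC2 in root, At3g10020, At3g45700, XTH26, At3g22620, HCT in root, IMA1, BGLU42 and genes opposite in the tissues) were chosen after their values were seen.

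The gene lists, 27 in number and also written beforehand, include the P450 family, defined from 236 reference symbols. The paper's text was known when they were written, and some hold the proteins it reports as iodinated. Their themes are therefore not independent of the paper's findings on these arrays. A member counted as measured when a probe set named it alone and reached 100 on at least 1 array of the tissue. The median of a list's mean NaI and KI log2 ratios was placed among 10000 random lists of the same size matched on mean log2 signal, for lists with at least 3 measured members.

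Unchanged arrays were simulated 100 times per tissue by adding residuals, drawn from the KBr and control difference at similar signal, to the mean of both arrays, which treats any effect of KBr as noise. This planned version gave more KBr calls than the arrays themselves, 66.7 against 8 higher in shoot, so a second version was added after that was seen, with residuals scaled by 0.85 in shoot and 0.9 in root to bring the KBr calls near the observed number. The criterion by which such simulations would exclude noise as the source of the shoot calls was first fewer than 5 of 100 simulations reaching the observed count under both versions, which the higher calls met. It was changed after that was seen to an observed count at least 10 times the largest simulated one, with the simulated counts in view, and the higher calls do not meet it with residuals as measured. The root probe sets apart were held to the changed criterion, chosen when their values were known too, and meet it. The fold rule was tested on simulated data with 200 changed probe sets per tissue. Of those changed 8-fold it recovered 100.0% in shoot and 99.0% in root, and of those changed 16-fold 100.0% in both, with 12 false calls in shoot and 2 in root. The changed probe sets had simulated control signals of at least 200 and were given the same fold on both iodide arrays. Near-full recovery was thus built in. It does not measure recovery of folds near 4 or of dim probe sets, on which many of the calls rest.

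For each count 13 alternatives were computed, covering the fold, the signal criterion, low signals, normalization, the baseline array, the meaning of not responding to KBr and the probe sets counted, and 5 for the correlations and pairings. A further alternative was chosen after seeing the data. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.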

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

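The pairings, the 3' over 5' signals, the simulation with residuals as measured and the alternatives, quantile normalization among them, were planned before the data were examined, while the bounds that weigh an explanation with them, the rescaled residuals and the tests of tissue were chosen after the results were seen.

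Under both iodide salts, 6 probe sets were at least 2-fold opposite ways in shoot and root while staying under 2-fold in KBr, against 49 that went the same way. The difference between tissues was not tested, since with 1 array per treatment a test would have to take different salts as replicates. At3g21670, a nitrate transporter family member, had shoot signals of 499.7 in control, 457 in KBr, 195 in NaI and 227 in KI, and root signals of 44.1, 37.9, 350.5 and 213. The others naming a gene were At1g23200, At1g61500 and At1g63840.

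The paper's text does not discuss anion transport genes as a group, and 2 of 4 measured in root were iodide-specific, both of which the paper lists in its supplement (Tables S6 and S7, and Table S8 under response to stimulus). At3g21670 was higher and At3g45710, of the same transporter superfamily, lower, the latter at 2011 in control, 2252 in KBr, 246 in NaI and 263 in KI. Its relative At3g45700 was at 618, 651, 178 and 141. The number called was 1 at a log2 fold change of 2.5, with a signal of 100 required on both arrays, with signals under 100 set to 100, and with a pseudocount of 16.

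In root, the iodide arrays stood apart from the control and KBr arrays in 310 probe sets, and 1 of 3 pairings of the arrays gave as many, the highest of the others giving 0, but 3 pairings are too few for a share under 0.05. Array noise of the size between KBr and control, and independent between arrays, is argued against, since simulations of unchanged arrays gave at most 1. The noise was drawn separately for each simulated array, so a deviation shared by the NaI and KI arrays was not simulated. Scaling is argued against, since quantile normalization left 341 iodide-specific higher probe sets, and RNA degradation in the iodide samples by a mean difference in log2 3' over 5' control signals of -0.16, where degradation would raise it. Shoot tissue in the root samples is argued against too, since transcripts abundant in shoot only rose by a median of 0.0295% of their shoot signal, where the higher calls would need at least 0.509% and at the median 884%. A biological response to iodide is not argued against by these tests. It stays a hypothesis here, since 1 array per treatment gives no replicate spread. The paper reports qPCR of selected root genes on biological replicates (Fig. 3F) and takes it to bear out regulation by iodine. Those qPCR data were not analysed here.

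In shoot, the 17 higher calls were reached in 0 of 100 simulations of unchanged arrays under either noise model, the largest simulated counts being 7 and 1. For the 18 lower calls the answer depended on the noise model, with 7 of 100 simulations reaching that number with residuals as measured (mean 12.5) and 0 with rescaled residuals (mean 3.31). By their number, array noise and a response to iodide cannot be told apart for the lower calls as a set, which does not settle single calls. The higher calls outnumbered every simulated count. This counts against noise of the size simulated but does not exclude larger noise on the iodide arrays, since the noise was drawn from 1 pair of arrays. Noise shared by both iodide arrays was not simulated either. The paper also reports qPCR of selected shoot genes on biological replicates (Fig. 3E), which was not analysed here. Root tissue in the shoot samples is argued against, since root-only transcripts rose by a median of at most 0.0808% of their root signal and the higher calls would need at least 9.98%.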

How the results depend on the processing

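No paired analysis was made, since with 1 array per condition and tissue it would have to take different salts as replicates. A count is given below where it moved by more than 1.5 times and a correlation where it moved beyond rounding to the second decimal, and no correlation and no called gene's fold change reversed in sign. The iodide-specific counts in root stayed above those in shoot, in both directions, under the main setting and every alternative, except that without a signal criterion the lower calls numbered 201 in root and 259 in shoot. The RNA extraction, which by the paper's methods differed between the tissues, cannot be separated from tissue in these counts.

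A changed fold or signal threshold, or a count of genes in place of probe sets, alters by construction how many can be called. At a log2 fold change of at least 1, the iodide-specific calls were 170 higher and 79 lower in shoot and 807 higher and 478 lower in root, the KBr calls 67 higher and 191 lower in shoot and 58 higher and 75 lower in root, the NaI calls 363 higher and 332 lower in shoot and 981 higher and 735 lower in root, the KI calls 492 higher and 309 lower in shoot and 976 higher and 630 lower in root and the listed genes called 4 in shoot and 54 in root. At a log2 fold change of at least 2.5, the iodide-specific calls were 8 higher in shoot and 211 higher and 46 lower in root, the KBr calls 5 higher and 12 lower in shoot and 0 higher and 0 lower in root, the NaI calls 20 higher and 33 lower in shoot and 239 higher and 78 lower in root and the KI calls 51 higher in shoot and 255 higher and 59 lower in root. With a signal of 100 required on both arrays compared, the iodide-specific calls were 4 higher and 2 lower in shoot and 141 higher and 39 lower in root, the KBr calls 0 higher and 0 lower in shoot and 0 higher and 1 lower in root, the NaI calls 13 higher and 2 lower in shoot and 159 higher and 66 lower in root, the KI calls 4 higher and 3 lower in shoot and 163 higher and 52 lower in root and the listed genes called 0 in shoot and 17 in root. Without a signal criterion, the iodide-specific calls were 199 higher and 259 lower in shoot and 201 lower in root, the KBr calls 513 higher and 1297 lower in shoot and 644 higher and 717 lower in root, the NaI calls 671 higher and 1502 lower in shoot and 1187 higher and 814 lower in root, the KI calls 1079 higher and 1245 lower in shoot and 1075 higher and 784 lower in root and the listed genes called 2 in shoot. With a signal of 200 required, the iodide-specific calls were 9 higher and 3 lower in shoot, the KBr calls 0 higher and 0 lower in shoot and 0 higher and 1 lower in root, the NaI calls 28 higher and 3 lower in shoot and the KI calls 12 higher and 5 lower in shoot. With 1 count per gene, the iodide-specific calls were 6 higher and 10 lower in shoot and 186 higher and 44 lower in root, the KBr calls 5 higher in shoot, the NaI calls 24 higher and 31 lower in shoot and 206 higher and 71 lower in root and the KI calls 49 higher and 52 lower in shoot and 214 higher and 60 lower in root.

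For the other alternatives the cause of a changed value was not tested. With signals under 100 set to 100, the iodide-specific calls were 7 higher and 2 lower in shoot and 213 higher in root, the KBr calls 0 higher and 0 lower in shoot and 0 higher and 1 lower in root, the NaI calls 19 higher and 2 lower in shoot and 242 higher and 85 lower in root, the KI calls 9 higher and 3 lower in shoot and 247 higher and 71 lower in root, the correlation of KI minus control with NaI minus KBr 0.541 in shoot and 0.834 in root, the correlation of KI minus KBr with NaI minus control 0.450 in shoot and 0.843 in root and the larger of the other pairings 0 in shoot. With a pseudocount of 16, the iodide-specific calls were 11 lower in shoot, the KBr calls 3 higher and 9 lower in shoot and 0 higher and 1 lower in root, the NaI calls 34 higher and 29 lower in shoot, the KI calls 47 higher and 50 lower in shoot, the correlation of KI minus control with NaI minus KBr 0.460 in shoot and 0.834 in root, the correlation of KI minus KBr with NaI minus control 0.317 in shoot and 0.845 in root and the larger of the other pairings 0 in shoot. After quantile normalization, the KBr calls were 20 higher and 12 lower in shoot and 1 lower in root, the correlation of KI minus control with NaI minus KBr 0.415 in shoot, the correlation of KI minus KBr with NaI minus control 0.299 in shoot and the larger of the other pairings 1 in shoot. With KBr as the baseline, the iodide-specific calls were 7 higher and 6 lower in shoot, the calls of control over KBr 22 higher and 8 lower in shoot and 2 higher and 1 lower in root, the NaI calls 29 higher and 15 lower in shoot and the KI calls 40 lower in shoot. With KBr required under 2-fold, the iodide-specific calls were 9 higher and 10 lower in shoot. The alternative chosen after seeing the values asked for a log2 fold change of 2 in 1 iodide salt and 1 in the other. For higher calls it asked for a signal of 100 on only the brighter iodide array. Under it the iodide-specific calls were 89 higher and 43 lower in shoot and 158 lower in root. Over probe sets with a signal of at least 100 on all 4 arrays, the correlation of KI minus control with NaI minus KBr was 0.565 in shoot and 0.804 in root, the correlation of KI minus KBr with NaI minus control 0.477 in shoot and 0.813 in root, the probe sets with both iodide arrays apart 4 in shoot and 125 in root and the larger of the other pairings 0 in shoot. Over all probe sets, the correlation of KI minus control with NaI minus KBr was 0.110 in shoot and 0.349 in root and the correlation of KI minus KBr with NaI minus control 0.00465 in shoot and 0.334 in root.

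Of the comparisons not given above, 575 of 611 counts of called members per list, and 19 of 26 counts of named genes called, stayed within 1.5 times. The smaller log2 fold change of a named gene stayed the same to that rounding in 1263 of 1806 comparisons and moved in 543. Signal over background limits the shoot calls, most of which rest on a dimmer signal under 100.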

Differences from the paper's values

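A value counts as different when it is more than 1.5 times the paper's, or the reverse, and the 13 alternatives named here were set before the data were examined. The paper's thresholds for the fold and the signal were used, while its detection p was not applied and its methods do not say on which array the signal had to reach 100. The counts here are of probe sets.

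The paper gives 33 genes specifically higher under iodide in shoot, where 17 probe sets were found, and the value came within 1.5 times under none of the 13. The paper's shares of the called genes in shoot are 51% for higher and 33% for lower, against 14.5% and 14.4% here, and neither came within 1.5 times under any of the 13. In root the paper gives 133 genes specifically lower, against 86 probe sets, within 1.5 times under KBr as the baseline (91) and under no other. As a share of the called genes the paper gives 79% for these, against 50%, within 1.5 times under a signal of 200 (56.8), signals under 100 set to 100 (61.9), KBr as the baseline (59.1) and under no other.

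For probe sets higher in shoot, Fig. 3A shows, read by eye, about 7 genes under NaI alone, about 5 under KI alone and about 15 under all 3 salts, where the values here were 32, 60 and 2. Of these, the count for NaI alone came within 1.5 times under a log2 fold change of 2.5 (10) and a signal of 100 on both arrays (9), and the count for all 3 salts came within 1.5 times under a log2 fold change of 1 (17), and otherwise none did under any of the 13. For probe sets lower in shoot, Fig. 3A shows, read by eye, about 6 genes under NaI alone, about 11 under KI alone and about 7 under all 3 salts, where the values here were 28, 57 and 4. Of these, the count for NaI alone came within 1.5 times under KBr as the baseline (9), and the count for all 3 salts came within 1.5 times under median centring (5), and otherwise none did under any of the 13. For probe sets higher in root, Fig. 3B shows, read by eye, about 0 genes under NaI alone, about 0 under KI alone and about 18 under all 3 salts, where the values here were 42, 50 and 1. None came within 1.5 times under any of the 13. For probe sets lower in root, Fig. 3B shows, read by eye, about 17 genes under NaI alone, about 6 under KI alone and about 1 under all 3 salts, where the values here were 55, 29 and 0. Of these, the count for NaI alone came within 1.5 times under signals under 100 set to 100 (25), and otherwise none did under any of the 13.

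Some statements about genes differ too. The paper lists At3g54150 among the genes higher in shoot, and it was not called there, with a log2 fold change of 1.72 in NaI, under any of the 13. Of the genes of Tables S4, S5, S6 and S7 with a probe set, 3 of 12, 4 of 9, 178 of 215 and 40 of 67 were called iodide-specific, and at a log2 fold change of 1 they were 10, 9, 197 and 66. Over the 13 alternatives they ranged from 0 to 10, 1 to 9, 76 to 197 and 18 to 66, the fewest with a signal of 100 required on both arrays. An alternative chosen after seeing the values of these genes, and after several combinations of thresholds had been tried, asks for a log2 fold change of 2 in NaI or KI and of 1 in the other. For higher calls it asks for a signal of 100 on only the brighter of the NaI and KI arrays, so the signal criterion was loosened too. It calls 12, 9, 214 and 67, At3g54150 included, and so drops 0, 0, 1 and 0 of the paper's genes that have a probe set. Chosen in that way after seeing the values, it gives 89 probe sets higher and 43 lower in shoot and 431 and 158 in root, of which the root counts lie within 1.5 times the paper's and the shoot counts do not. The paper finds no sign that iodine acts on anaerobic core genes, naming pyruvate decarboxylase 1 and alcohol dehydrogenase. Both were not analysed here, so no difference from the paper is shown for them. Of 11 genes of the core hypoxia list used here that were measured in root, 1 was called at the 4-fold criterion, At5g10040. That call ends with KBr as the baseline or required under 2-fold. At the lower criterion of 2-fold, and whatever the change in KBr, 6 were higher in both iodide salts and 1 was lower, At3g10020. Of the higher ones, 4 stayed under 2-fold in KBr. The list had a median log2 fold change of 0.86 in KBr, while PDC2 was at 1764, 2278, 2093 and 3043 in control, KBr, NaI and KI.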

Other observations

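All tests of hypotheses in this part were chosen after related results were seen. Proteins that the paper reports as iodinated in roots (Table 2) had 17 measured genes in root, of which 1, At4g23680, was iodide-specific, and their median log2 fold change was 0.08 in NaI and 0.11 in KI, the median of each gene's mean over both salts lying at percentile 98.2 of random lists matched on signal. For the proteins iodinated in leaves (Table 1), 7 genes were measured in shoot and 0 were called, with medians of -0.28 in NaI and -0.27 in KI, at percentile 6.71. Among root hair genes, EXPA7 was at 1917 in control, 1731 in KBr, 582 in NaI and 635 in KI, EXPA18 at 2588, 2206, 835 and 685 and XTH26 at 1568, 1957, 518 and 520.1. Of 4 measured genes of iron deficiency and storage in shoot, 0 were called. At3g13610 rose most, with shoot signals of 9.22 in control, 24.3 in KBr, 48.6 in NaI and 110 in KI. It was called only when no signal criterion was set. BHLH101, a regulator of iron uptake, had log2 fold changes of 1.41 in NaI and 1.63 in KI in shoot from a control signal of 32.4. IMA1 had log2 fold changes of 0.07 and 0.14 and BGLU42 of -0.12 and -0.41. The list's iodide median lay at percentile 99.1 of random lists matched on signal and its KBr median at 33.1, from few measured genes. In root ZAT10, a zinc finger factor of abiotic stress, was at 501, 494, 1321 and 1315.

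One hypothesis was that KBr moves the same root genes as iodide to a smaller extent. Probe sets were picked for its test by a rule that treats control and KBr alike, at least 4-fold apart between both iodide arrays and both other arrays, so that with no KBr effect about as many should lie above as below control. Of the 235 higher ones, 68.9% were higher on KBr than on control, against 50.0% of the other 14757 probe sets, with a median log2 difference of 0.25, at percentile 100 of random sets matched on signal. Of the 75 lower ones, 46.7% were, with a median of -0.02. The pattern that the hypothesis predicts was thus seen for the genes iodide raised and not for those it lowered. A weak effect of KBr may explain the first result, but a control array that happened to read low for these genes would give it too, and 1 control array does not separate them.

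A second hypothesis, that only genes with an AGI code as platform symbol had entered the GO analysis behind Tables S8 and S9, came from the paper's background of 11861 genes lying near the 11798 such genes on the array. It did not hold, since of 60 genes listed in those tables, 39 have such a symbol, 3 carry another symbol of their own and 18 are named alone by no probe set here.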
